# Cell fate determinant Llgl1 is required for propagation of acute myeloid leukemia

**DOI:** 10.1038/s41375-023-02005-9

**Published:** 2023-08-16

**Authors:** Theresa Eifert, Chen-Jen Hsu, Alicia L. Becker, Sarah Graessle, Arik Horne, Franziska Bemmann, Qirui Zhang, Michael Heuser, Valeri Vasioukhin, Sebastian Scholl, Andreas Hochhaus, Florian Siegerist, Nicole Endlich, Lars Bullinger, Steven W. Lane, Simon Haas, Tina M. Schnoeder, Florian H. Heidel

**Keywords:** Translational research, Acute myeloid leukaemia

## Abstract

Scribble complex proteins can influence cell fate decisions and self-renewal capacity of hematopoietic cells. While specific cellular functions of Scribble complex members are conserved in mammalian hematopoiesis, they appear to be highly context dependent. Using CRISPR/Cas9-based genetic screening, we have identified Scribble complex-related liabilities in AML including *LLGL1*. Despite its reported suppressive function in HSC self-renewal, inactivation of *LLGL1* in AML confirms its relevant role for proliferative capacity and development of AML. Its function was conserved in human and murine models of AML and across various genetic backgrounds. Inactivation of *LLGL1* results in loss of stemness-associated gene-expression including *HoxA*-genes and induces a GMP-like phenotype in the leukemia stem cell compartment. Re-expression of *HoxA9* facilitates functional and phenotypic rescue. Collectively, these data establish *LLGL1* as a specific dependency and putative target in AML and emphasizes its cell-type specific functions.

## Introduction

The Scribble protein complex has been discovered and characterized in drosophila [1]. Complex members serve as scaffold proteins and regulate cell polarity, motility and growth mainly through protein–protein interactions. In drosophila models, genetic inactivation of either Scribble complex member (*Lgl*, *Scrib*, *Dlg*) led to neoplastic tissue overgrowth supporting their role as one of the first described tumor suppressors [2]. Recent data suggest involvement of Scribble polarity complex proteins in regulation of HSC biology [3, 4], immune cell function [5] and potential implications in development of hematopoietic cancers [4, 6, 7].

Genetic inactivation of *Llgl1* was associated with an increase of long-term (LT-) HSC numbers and these cells showed competitive advantage when transplanted serially into recipient mice [4]. *Llgl1* deletion by itself did not cause leukemia, however, its expression was correlated with decreased survival in AML. Recently, mutations of *Llgl2*, a close human homolog of *Llgl1*, have been described as an early genetic event in progression from severe congenital neutropenia to AML [8]. In contrast, tumor suppressor function of *Llgl1* was not conserved in murine models of lymphoid (B- and T-cell) leukemia [9]. Deletion of *Scrib* resulted in impairment of long-term HSC function [7] and also affected proliferative capacity of AML. So far, data on the function of *Dlg* and its human homologs in hematopoiesis and leukemic transformation is lacking.

While specific cellular functions of Scribble complex members appear to be conserved in mammalian hematopoiesis, they seem to be highly context dependent. Differentiation stage, lineage commitment, underlying genetic background, the mechanism of genetic inactivation and the underlying cellular state may contribute to a highly variable phenotype. In this study, we screen for the requirement of Scribble complex members in AML. Unexpectedly, we identify *Llgl1* as a functional vulnerability. We address the issue of context dependent effects of *Llgl1* inactivation in models of acute myeloid leukemia and provide evidence that *Llgl1* is functionally required for maintenance of an undifferentiated state and proliferative capacity of AML.

## Material and methods

### Cell lines and culture conditions

Cell lines were purchased from DSMZ (Braunschweig, Germany). Cells were cultured according to standard protocols and tested negative for mycoplasma. For proliferation assays, the number of cells was counted following trypan blue exclusion. Apoptosis was measured by flow cytometry using Annexin V/SYTOX^®^ Blue staining at day 6 post-infection. Cell cycle analysis was performed at day 14 post-infection using the Click-iT EdU Kit (Life Technologies, Darmstadt, Germany) following the manufacturer’s instruction.

### Methylcellulose colony-forming assays

Primary human cells isolated from peripheral blood of AML patients were seeded in methylcellulose according to standard protocols and as published previously [10].

### Animal models

All experiments were conducted after approval by the Landesverwaltungsamt Sachsen-Anhalt (42502-2-1052 UniMD) and the TLV Thüringen (02-035/16). FLT3^ITD/ITD^ mice were a gift of Prof Benjamin L. Ebert (Harvard Medical School, Boston, MA, USA) [11]. MLL-AF9 knock-in mice were a gift from Prof Terrence Rabbitts (Institute of Cancer Research, London, UK) [12]. Mx1-Cre (Strain 03556) mice were obtained from Jackson Laboratories. C57BL/6J mice (6–8 weeks old) were purchased from Janvier Labs (Le Genest-Saint-Isle, France) and housed in a pathogen-free animal facility. Mice harboring a ‘floxed’ (flanked with loxP sites) allele of *Llgl1* have been generated as previously described [13]. Exon 2 (the exon downstream from the exon with the first ATG codon) was flanked by LoxP sequences, and the β-geo selectable marker was removed by transient expression of Cre-recombinase in the ES-cells. These mice have been backcrossed more than 8 generations into a C57BL/6J background. For transplantation, mice were irradiated as indicated and transplanted via tail intravenous (IV) injection with 1 × 10^5^ to 10^6^ bone marrow as indicated. Mice were sacrificed and analyzed at a defined time-point or when signs of disease became evident. Disease burden was assessed by complete blood counts, flow cytometry of peripheral blood (PB), bone marrow (BM) and spleen cells or histopathological stainings. To activate Mx1-Cre in vivo, poly(I):poly(C) (Cytiva, Marlborough, MA) was injected two times every second day intraperitoneally. Injections were halted if mice showed signs of illness prior to completion of treatment. Spontaneous Mx1-Cre activation was noted as previously described consistent with spontaneous activation of Mx1-Cre in an inflammatory milieu [14]. NOD-Prkdcscid-IL2rgTm1/Rj (NXG) mice were obtained from Janvier Labs (Le Genest-Saint-Isle, France) and NOD.Cg-*Prkdcscid Il2rgtm1Wjl* Tg(CMV-IL3, CSF2, KITLG)1 Eav/MloySzJ (NSGS) mice were obtained from The Jackson Laboratory (Bar Harbor, USA). AML cell lines (as indicated) or primary human xenografts were genetically modified by RNAi and subsequently injected at equal distribution into recipient mice. Therefore, no randomization was necessary. Due to the analysis in paired samples (cells transduced with either shRNA or non-targeting control), no blinding was necessary. Sample size and experimental schedule were calculated assuming a relevant difference in means of survival. We used a one-sided t-test at a = 0.05 and a power of >80% with an expected difference in means of 1.75 SD (standard deviations) based on previous experience with xenotransplantation. Equal numbers of 8–12-week-old male and female mice were used for experiments in all groups.

### Blood analysis and bone marrow cytospins

Blood was collected into EDTA-coated tubes and investigated using a BC-5000Vet (Mindray, China). To analyze cell morphology, 1 × 10^5^ bone marrow cells were centrifuged onto glass slides. Peripheral blood smears and bone marrow cytospins were stained with Wright-Giemsa (BioScientific).

### Histological imaging of mouse organs

Spleen, liver and lung were fixed and embedded according to standard protocols. Slides were automatically processed for hematoxylin and eosin staining (Leica AutoStainer XL, Leica Biosystems, Wetzlar, Germany). Images were acquired at 10× magnification on an AxioImager A.2 (Carl Zeiss Microscopy, Jena, Germany). Images were processed and analyzed using the ZEN software (blue edition, version 2.3, Carl Zeiss Microscopy GmbH, Jena, Germany).

### Flow cytometry

For immunophenotype analysis, peripheral blood cells, bone marrow or spleen cells were resuspended in PBS/1% FBS after erythrocyte lysis (PharmLyse^TM^, BD Pharmingen, San Diego, CA). Unless otherwise stated, the following antibodies were used: Sorting and analysis of LSK cells (Lin-Sca-1+cKit+) were performed as previously described [10, 15]. Biotinylated antibodies against Gr-1 (RB6-8C5), B220 (RA3-6B2), CD19 (6D5), CD3 (145-2C11), CD4 (GK1.5), CD8 (53-6.7), TER119 and IL7Ra (A7R34) (all Biolegend, SanDiego, CA) were used for lineage staining. An APC-Cy7- or BV421-labeled streptavidin-antibody (BioLegend) was used for secondary staining together with an APC-anti-cKit (clone 2B8) and a PE-Cy7- or PE-anti-Sca-1 antibody (clone E13-161.7). Cells were analyzed using an BD-Fortessa, LSRII^TM^ or FACSCantoII^TM^ (Becton-Dickinson) cytometer. Analysis was performed using FlowJo^TM^ software (Treestar, Ashland, OR). Cell sorting was performed on a BD FACSAria™ II (Becton-Dickinson).

### Vectors

For RNAi, shRNAs were cloned into a lentiviral pLKO.1_puro vector system for puromycin selection. For HoxA9 overexpression (rescue) experiments, an MSCV-IRES-GFP backbone was used. Lentiviral and retroviral infections were performed as previously described (Schnoeder et al. Blood 2022). Detailed information on vectors and sequences are provided in Supplementary Tables 1 and 2.

### Genome editing by CRISPR/Cas9

Genetic editing by CRISPR/Cas9 was performed as previously described [10, 16] unless otherwise stated. Guide RNAs were designed using the Broad GPP tool [17]. For cloning of sgRNA sequences, the improved-scaffold-pU6-sgRNA-EF1Alpha-PURO-T2A-RFP (ipUSEPR) vector system [18], with puromycin resistance and RFP selection marker was used. Genetic inactivation by CRISPR/Cas9 was performed as published before [15]. HEL cells were transduced with the screen library and selected for 2 days with puromycin following collection of an aliquot as the input reference. Cells were cultured in vitro and samples for sequencing were collected 2 and 3 weeks later (Fig. 1A). The average relative abundance of each sgRNA in the output compared to the input samples was determined. We calculated a depletion score for each sgRNA. The median of 3-4 sgRNAs per gene was used to represent the score of the corresponding gene. Knockdown efficiency was assessed by quantitative real-time PCR (RT-qPCR) 5-7 days post-infection as published before [10]. qPCR primer sequences are listed in the Supplementary Table 3. sgRNA sequences are provided in the Supplementary Tables 4 and 5.

**Fig. 1:**
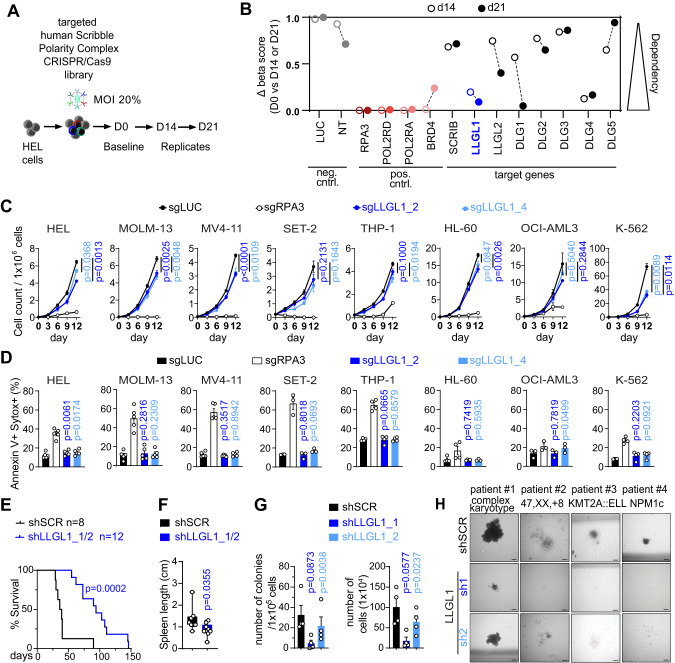
Targeted Scribble polarity complex screen identifies *LLGL1* as a dependency in human AML. **A** Schematic depicting CRISPR/Cas9 negative selection screen strategy. **B** Dependency scores for days 14 and 21 compared to baseline. **C**, **D** Genetic inactivation of *LLGL1* by CRISPR/Cas9-induced knockout of *LLGL1* compared to non-targeting control (sgLUC) in human AML cell lines expressing Cas9. **C** Proliferation assayed by cell counting after trypan blue exclusion. *n* = 3–5 independent experiments; mean ± SD; paired Student’s *t* test. **D** Apoptosis assays using SytoxBlue and Annexin V staining. *n* = 3–5 independent experiments; mean ± SD; paired t-test. **E**, **F** Xenografting of human AML cells in NSGS mice. **E** Survival curves of NSGS recipient mice following transplantation of 1 × 10^5^ MOLM-13 cells following inactivation of *LLGL1* (shLLGL1_1/2; *n* = 12) by RNAi compared with non-targeting control (shSCR; *n* = 8); Mantel–Cox test. **F** Spleen size of recipient animals; mean ± SEM; unpaired t-test. **G**, **H** Colony formation (CFU-) assays of primary human AML following inactivation of *LLGL1* (shLLGL1_1/2) by RNAi compared with non-targeting control (shSCR) in methylcellulose; *n* = 4 independent replicates, paired t-test. **G** Colony count, total cell numbers and **H** Representative pictures of colony morphology. Cytogenetic and molecular genetic aberrations are indicated above. Scale bars = 200 µm; magnification 4×.

### CRISPR/Cas9 in vitro screen

HEL cells were transduced with the Scribble complex member library at a multiplicity of infection (MOI) of 20%, selected for 2 days with puromycin and an input reference (baseline) was taken at day 4 post-infection. The cells were cultured in vitro for 21 days and replicates 1–4 were taken at day 14 and day 21, respectively. Genomic DNA was isolated using the QIAmp DNA Blood Mini Kit (Qiagen, Hilden Germany), and amplification was performed using specific Illumina primer compatible sequences (Supplementary Table 6). Sequencing was performed at Genewiz (HiSseq, 150 bp, paired end) (Illumina, South Plainfield, NJ, USA). A depletion score for day 14 and day 21 were analyzed compared to the input reference using the MAGeCKFlute [19].

### RNA-sequencing

RNA was isolated from cultured cells using the Qiagen RNeasy Mini kit or TRIZOL as previously described [15, 20]. Subsequently, mRNAs were purified using the “NEBNext® Poly(A) mRNA Magnetic Isolation Module” followed by RNAseq library preparation using the “NEBNext® Ultra™ RNA Library Prep Kit for Illumina®” according to the manufacturer’s instruction. Sequencing was performed on an Illumina NextSeq500 or an Illumina HiSeq2000 (75 bp, single end) (Illumina, South Plainfield, NJ, USA).

### SC-flow cytometry

For the single-cell flow cytometry analysis, bone marrow cells were resuspended in PBS/2%FBS. The staining was performed for 20 minutes at 4 °C with the antibodies mentioned in Supplementary Table 7. After washing, samples were acquired on an Aurora spectral flow cytometer (Cytek Bioscinces, Fremont, CA) equipped with 5 lasers (355 nm, 405 nm, 561 nm, 640 nm) using SpectroFlo version 3.1.0 (Cytek Bioscinces, Fremont, CA). All flow cytometry data were analyzed and exported as compensated channel values with FlowJo^TM^ software (Treestar, Ashland, OR; version 10.8.1).

### Dimensionality reduction of flow cytometry data

Each sample was subset down to 30,000 cells LogNormalization (Seurat function; v4.3.0) was applied before downstream analysis [21]. The compensated channel value for each cell were normalized by total channel values for that cell, multiplied by 10,000 (TP10K), and then log-transformed by log10 (TP10k + 1). After scaling, the dimensionality of the flow data was set to 33 principal components that were used as input for UMAP representation.

### Clustering of flow cytometry data

Following the selection of variable genes and the performance of Principal Component Analysis (PCA), Uniform Manifold Approximation and Projection (UMAP) was applied to visualize the cell population. Subsequently, the cells were clustered using the Louvain algorithm [22] based on a Shared Nearest Neighbor (SNN) graph with a resolution parameter set to 0.29. However, one particular cell cluster was excluded from further analysis as it displayed no detectable expression of any marker genes. Ultimately, these identified clusters were annotated according to their respective cluster markers. The plots were generated using the packages ggplot2 (v3.4.1) and virdis (v0.6.3) in R 4.2.3.

### Statistical analysis

Kaplan–Meier curves were plotted using GraphPad Prism version 9.0 (GraphPad Software, San Diego, CA) using the log-rank test (Mantel–Cox test). Statistical analyses were performed using ANOVA with FDR *p*-value correction for comparing more than two groups or t-test for comparing two groups, unless stated otherwise. Significance of *p*-values in figures are indicated using the following ranges: *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Each dot represents an individual biological replicate.

## Results

### Inactivation of *LLGL1* results in impaired proliferative capacity of human AML

We sought to investigate the context specific effects and functional dependencies of all human Scribble complex homologs in human AML. We performed an arrayed CRISPR/Cas9-based negative selection screen (Fig. 1A and Supplementary Fig. 1A) using the human AML cell line HEL. All positive controls resulted in dropout of the respective clones on days 14 and 21, while negative controls left the infected HEL cells unaffected. Out of the Scribble complex members, depletion of *LLGL1* and *DLG4* (days 14 and 21) and *DLG1* (only day 21) could be detected (Fig. 1B). These findings were rather unexpected as deletion of *LLGL1* had resulted in expansion of normal HSCs and its expression had been correlated with decreased survival in AML [4]. To confirm the CRISPR/Cas9 screening results, we inactivated *LLGL1* by CRISPR/Cas9 induced knockout in 8 different human AML cell lines. All cell lines showed decreased proliferative capacity upon depletion of *LLGL1* (Fig. 1C). This loss of proliferative capacity could not be attributed to induction of apoptosis (Fig. 1D) and was variable between cell lines harboring different driver mutations (Fig. 1C, D, Supplementary Fig. 1B, C). To validate the functional impact of *LLGL1* deletion in human AML cells in vivo, we performed RNAi-mediated deletion of *LLGL1* in MOLM-13 cells and assessed for disease dynamics after transplantation into humanized NSGS mice (Fig. 1E, F, Supplementary Fig. 1D). Inactivation of *LLGL1* reduced disease activity as indicated by reduced spleen size of recipient mice (*p* = 0.0355, Fig. 1F). Moreover, deletion of *LLGL1* delayed disease progression in vivo. When injecting 1 × 10^5^ transduced cells, overall survival was significantly improved (median survival of shSCR: 36 days; shLLGL1: 90 days; *p* = 0.0002) (Fig. 1E). Consistently, inactivation of *LLGL1* in leukemic cells derived from different AML patient-derived xenograft models (PDX) resulted in reduced colony forming capacity in methylcellulose (Fig. 1G, H, Supplementary Fig. 1E). These findings indicate the requirement for *LLGL1* to maintain proliferative capacity in human AML across various genetic subtypes.

### *Llgl1* is required for disease maintenance in AML driven by different oncogenes

Murine models of AML allow for a more detailed and controlled assessment of functional consequences after inactivation of cell fate determinants such as *Llgl1* as they lack the inter-individual heterogeneity of human samples. Inactivation of *Llgl1* by RNAi with two different shRNAs in murine leukemia induced by retroviral infection with MLL-AF9 resulted in significant decrease of proliferative capacity compared to non-targeting control (*p* < 0.0001; Fig. 2A, Supplementary Fig. 2A). This effect could be attributed to reduced cell cycle activity (Fig. 2B, Supplementary Fig. 2B) rather than induction of apoptosis (Fig. 2C, Supplementary Fig. 2C).

**Fig. 2:**
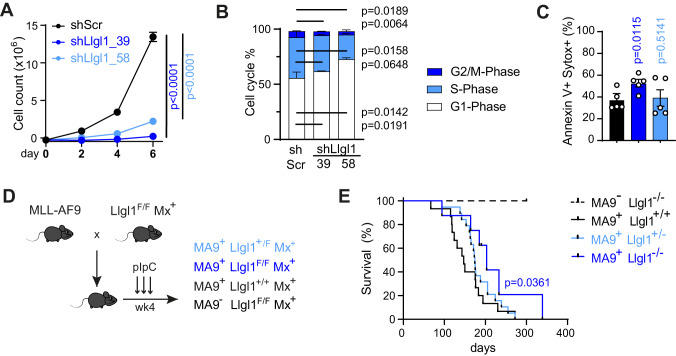
Genetic inactivation of *Llgl1* impairs proliferative capacity of MLL-AF9 driven murine AML. **A**–**C** RNAi-mediated depletion of *Llgl1* with shRNAs targeting *Llgl1* (shLlgl1_39/_58) or non-targeting control (shScr) in murine MLL-AF9 (MA9)-GFP cells. **A** Proliferation assayed by cell counting after trypan blue exclusion. 5 independent experiments, paired t-test. **B** Cell cycle analysis using EdU- and FxCycleViolet-staining in flow cytometry. *n* = 3 independent experiments; ±SD; paired t-test. **C** Apoptosis assay using SytoxBlue and Annexin V staining. *n* = 5 independent experiments; mean ± SEM; paired t-test. **D** Schematic representation of the experimental setup to study the effects of *Llgl1* inactivation using a conventional MLL-AF9 driven knock-in model [12]. pIpC injections for conditional deletion of *Llgl1* were administered intraperitoneally as indicated by arrows. **E**. Survival curves of MA9^−^; Llgl1^−/−^ (*n* = 4), MA9^+^; Llgl1^+/+^ (*n* = 15), MA9^+^; Llgl1^−/−^ (*n* = 8) and MA9^+^; Llgl1^+/−^ (*n* = 19) animals. Mantel–Cox test.

As genetic deletion of *Llgl1* may result in disturbed cell adhesion and division, we sought to validate its function in a model system that allows assessment of functional consequences following conditional *Llgl1* deletion in adult hematopoietic cells [23] and also in established leukemia. In this model, exon 2 is flanked by loxP-sites and genetic deletion of this region results in loss of a functional protein [4, 13]. These conditional *Llgl1* knockout animals were intercrossed with Mx1-Cre^+^ animals and a conventional (straight) MLL-AF9 knock-in model that develops myeloid leukemia with a median latency of 5-6 months [12]. We compared MLL-AF9 negative animals with *Llgl1* inactivation (MA9^−^; Llgl1^F/F^; Mx^+^) to littermate MLL-AF9 positive controls. MLL-AF9 positive animals had either unexcised/wildtype *Llgl1* (MA9^+^; Llgl1^F/F^; Cre^−^ or MA9^+^; Llgl1^+/+^; Mx^+^), a heterozygous state (MA9^+^; Llgl1^+/F^; Mx^+^) or homozygosity of the conditional allele (MA9^+^; Llgl1^F/F^; Mx^+^) (Fig. 2D). Genetic inactivation of *Llgl1* was induced by administration of pIpC at 4 weeks of age. We monitored peripheral blood (PB) counts and distribution of immune cell subsets as well as clinical signs of disease development over time. MLL-AF9 negative animals with conditionally inactivated *Llgl1* did not develop any signs of disease. In contrast, deletion of *Llgl1* in MLL-AF9 positive mice resulted in delayed disease development of heterozygous (median survival: 174 days; *p* = 0.0943) and homozygous (median survival: 203 days, *p* = 0.0361) animals as compared to *Llgl1* wildtype littermate controls (median survival: 147 days) (Fig. 2E). While disease development appeared prolonged in a gene dose dependent manner, we found neither changes in disease penetrance nor significant differences in blood counts or spleen size at timepoints between 64 and 300 days after pIpC injection, when individual animals were sacrificed due to clinically apparent signs of disease.

In order to confirm our findings in a second oncogenic model of acute myeloid leukemia, we crossed FLT3-ITD knock-in mice [11] with transgenic animals expressing the interferon inducible Mx1-Cre-recombinase and the conditional *Llgl1* knockout (Fig. 3A). FLT3-ITD is one of the most common recurrent genetic mutations found in patients with AML [24] and FLT3-ITD knockin mice have been a valuable research model for studying the effect of cooperative gene mutations [25]. Most recently, we have shown that - in this model - Cre-expression aggravates the AML disease phenotype [26]. Following induction of Mx1-Cre recombinase by repeated pIpC injections at 4 weeks of age, FLT3^ITD/ITD^; Llgl1^+/+^ animals developed rapid onset of leukemia with a median survival of 37 days (Fig. 3B). Consistent with our findings in the MLL-AF9 driven model, homozygous deletion of *Llgl1* resulted in significant delay of disease progression (median survival FLT3^ITD/ITD^; Llgl1^−/−^; Mx^+^: 51 days; *p* = 0.0005). Although leukemic cells of FLT3^ITD/ITD^; Llgl1^−/−^; Mx^+^ animals showed blast-like appearance with strong expression of myeloperoxidase (Fig. 3C), peripheral white blood counts at disease onset were significantly lower compared to Llgl1^+/+^ controls (*p* = 0.0012; Fig. 3D). Histopathologic analysis of hematopoietic organs showed decreased leukemia infiltration in FLT3^ITD/ITD^; Llgl1^−/−^ animals and a rescued organ architecture (Fig. 3E).

**Fig. 3:**
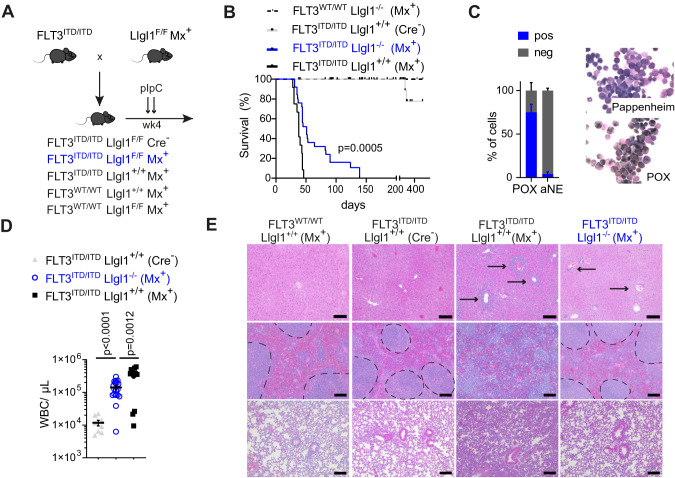
Conditional deletion of *Llgl1* delays development of murine FLT3^ITD/ITD^ AML. **A** Experimental setup to study the effects of *Llgl1* inactivation in FLT3^ITD/ITD^ driven leukemia. pIpC injections for conditional deletion of *Llgl1* were administered intraperitoneally as indicated by arrows. **B** Survival curves of FLT3^WT/WT^; Llgl1^−/−^; Mx^+^ (*n* = 6), FLT3^ITD/ITD^; Llgl1^+/+^; Cre^−^ (*n* = 73), FLT3^ITD/ITD^; Llgl1^−/−^; Mx^+^ (*n* = 25) and FLT3^ITD/ITD^; Llgl1^+/+^; Mx^+^ (*n* = 12), respectively. Mantel–Cox test. **C** Bone marrow cytospins using May–Grünwald/Giemsa or POX staining; scale bars = 10 µm; magnification 40×. **D** White blood count (WBC). Mean ± SEM; unpaired t-test. **E** Histology of liver, spleen and lung. Representative images; arrows indicate leukemic infiltration; spleen white pulp highlighted by dotted line. Scale bars = 100 µm; magnification 10×.

These findings indicate that *Llgl1* is required for proliferative capacity of murine AML irrespective of the underlying driver mutation and its inactivation leads to prolonged disease development in vivo.

### Inactivation of *Llgl1* results in loss of a stemness-associated phenotype

When investigating the immunophenotype of FLT3-ITD driven leukemia, variability in myeloid marker expression could be detected. While myeloproliferation induced by FLT3-ITD (FLT3^ITD/ITD^; Cre^−^) and FLT3-ITD-induced acute leukemia (FLT3^ITD/ITD^; Mx^+^) revealed a prominent Gr-1/CD11b high-expressing cell population, deletion of *Llgl1* resulted in abrogation of Gr-1 expression (Gr-1^hi^ expression: 3.7392 ± 0.5731 × 10^5^ BMC in FLT3^ITD/ITD^; Llgl1^+/+^; Mx^+^ versus 0.9182 ± 0.4400 × 10^5^ BMC in FLT3^ITD/ITD^; Llgl1^−/−^; Mx^+^; *p* < 0.0001) (Fig. 4A, B). *Llgl1*-deficient blasts showed reduced expression of Gr-1 (Gr-1^int^: 0.7942 ± 0.3772 × 10^5^ BMC in FLT3^ITD/ITD^; Mx^+^ versus 4.5917 ± 0.5750 × 10^5^ BMC in FLT3^ITD/ITD^; Llgl1^−/−^; Mx^+^; *p* < 0.0001) but remained CD11b positive (Fig. 4A, B). Likewise, alterations in the abundance of immature cell populations could be detected. Previous findings that FLT3-ITD-induced acute leukemia (FLT3^ITD/ITD^; Mx^+^) shows relative expansion of the Lineage- Sca-1+ Kit+ (LSK) compartment [26] compared to FLT3^ITD/ITD^; Cre^−^ animals could be recapitulated (3.968 ± 2.055 × 10^3^ BMC in FLT3^ITD/ITD^; Cre^−^ versus 1.3099 ± 0.3144 × 10^4^ BMC in FLT3^ITD/ITD^; Mx^+^; *p* = 0.0004) (Fig. 4C, D). Here, genetic inactivation of *Llgl1* resulted in a less pronounced expansion of LSK-cells when compared to FLT3^ITD/ITD^; Cre^−^ controls (8.117 ± 2.810 × 10^3^ BMC in FLT3^ITD/ITD^; Llgl1^−/−^; Mx^+^; versus 3.968 ± 2.055 × 10^3^ BMC in FLT3^ITD/ITD^; Llgl1^+/+^; Cre^−^; *p* = 0.0285). In contrast, loss of *Llgl1* expression led to significant expansion of leukemic cells characterized by a more differentiated, granulocyte-monocyte-progenitor (GMP) -like immunophenotype (Lineage−, Kit+, FcgR+, CD34high) (Fig. 4E, F) compared to FLT3^ITD/ITD^; Mx^+^ and FLT3^ITD/ITD^; Cre^−^ animals. Relative abundance of blasts with a GMP-like immunophenotype was more than 2-fold in FLT3^ITD/ITD^; Llgl1^−/−^; Mx^+^ versus FLT3^ITD/ITD^; Llgl1^+/+^; Mx^+^ animals (1.4755 ± 0.4783 × 10^4^ BMC versus 8.306 ± 1.963 × 10^3^ BMC, respectively). Conversely, leukemic cells with a common myeloid progenitor (CMP) or megakaryocyte-erythroid-progenitor (MEP) phenotype appeared reduced in *Llgl1*-deficient leukemic animals (Fig. 4C, E). In order to define the loss of stemness in more detail, we performed multi-parametric single-cell immunophenotyping of bone marrow cells derived from the FLT3-ITD driven leukemia model (Fig. 4G, H, Supplementary Fig. 3). Here, relevant decrease of HSC-like (yellow) and MPP-like (green) blast populations and a shift towards a more monocyte-like population (red). Moreover, the monocytic (and characteristic) phenotype observed in FLT3-ITD driven blasts [11] changes upon inactivation of *Llgl1* (blue to red), indicating a switch in maturation stage. These results indicate immunophenotypic changes of the leukemic cell population and specifically loss of the stemness-associated marker profile.

**Fig. 4:**
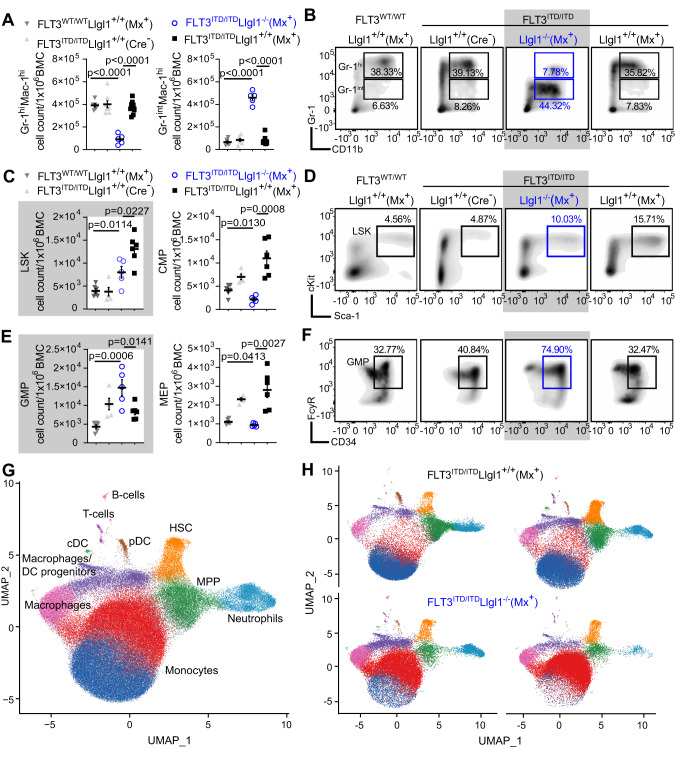
Loss of a stemness-associated immunophenotype of *Llgl1*-deficient AML. **A**–**D** Immuno-phenotyping of FLT3^WT/WT^; Llgl1^+/+^; Mx^+^ (*n* = 6), FLT3^ITD/ITD^; Llgl1^+/+^; Cre^−^ (*n* = 5), FLT3^ITD/ITD^; Llgl1^−/−^; Mx^+^ (*n* = 5) and FLT3^ITD/ITD^; Llgl1^+/+^; Mx^+^ (*n* = 6 mice) bone marrow cells (BMCs). *Llgl1*-deficient genotypes are highlighted in blue. **A** Analysis of mature myeloid cell counts per 1 × 10^6^ BMCs. Mean ± SEM; unpaired t-test. **B** Representative flow cytometric plots of the respective genotypes; mean percentage of parental gate. **C**, **E** Immunophenotypic quantification of immature leukemic cell compartments: LSK (Lin-Sca-1+cKit+), CMP (CD34^+^ FcyR^−^ LK), GMP (CD34^+^ FcyR^+^ LK) and MEP (CD34^−^ FcyR^−^ LK); unpaired t-test. **D**, **F** Representative flow cytometric plots; mean percentage of parental gate. **G** Uniform manifold approximation and projection (UMAP) visualization depicting integrated differentiation trajectories from FLT3^ITD/ITD^; Llgl1^+/+^; Mx^+^ and FLT3^ITD/ITD^; Llgl1^−/−^; Mx^+^ bone marrow cells according to their surface marker expression (34 surface markers, Supplementary Fig. 4; *n* = 2). Clusters are color-coded according to cell type classification (Louvain clustering). **H** Individual UMAP visualization split by FLT3^ITD/ITD^; Llgl1^+/+^; Mx^+^ (upper panel) and FLT3^ITD/ITD^; Llgl1^−/−^; Mx^+^ (lower panel).

### Loss of *Llgl1* expression can be rescued by re-expression of *Hox*-genes

In order to assess for transcriptomic changes as a consequence of *Llgl1* deletion, we analyzed sorted Lin-Sca1+Kit+ (LSK) cells from both, FLT3^ITD/ITD^; Llgl1^−/−^; Mx^+^ versus FLT3^ITD/ITD^; Llgl1^+/+^; Mx^+^ animals. 

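The deposited RNA-seq data cover LSK cells, the Lin-Sca1+Kit+ fraction of bone marrow that holds stem and multipotent progenitor cells, sorted from FLT3-ITD/ITD mice. Mx1-Cre, a recombinase under an interferon-responsive promoter, was switched on by 2 doses of pIpC in mice aged 4 weeks. There were 3 libraries of Llgl1+/+ Mx+ cells, 3 of Llgl1-/- Mx+ cells and 4 of Llgl1+/+ Cre- cells, in which no recombinase was present. The paper describes myeloproliferation in Cre- animals of this model, and acute leukemia with more LSK cells in Mx+ animals. Mx+ and Cre- cells thus differ in disease as well as in the recombinase. The labels number the libraries of a group as replicates but do not state that each came from a separate mouse, so p-values measure the spread between these libraries.
The libraries were made at 2 time points. All 3 Llgl1+/+ Mx+ libraries and 2 Cre- libraries belonged to time point 1, with a NEBNext Ultra kit, a NextSeq500 and reads of 75 bp. All 3 Llgl1-/- Mx+ libraries and the other 2 Cre- libraries belonged to time point 2, with a SMARTer low-input kit, a HiSeq2000 and, by the sample labels, reads of 51 bp. The paper gives 75 bp for both instruments and, for library preparation, the NEBNext Ultra kit only. For RNA isolation the labels name PicoPure or TRIzol, and the paper names RNeasy or TRIzol in a sentence about cultured cells. Neither says which served which library. Llgl1 genotype and time point were fully confounded among the Mx+ libraries, and the Cre- libraries were the link between the time points.
Raw counts per gene, produced by the authors with STAR and featureCounts on mm10, totalled 42171349 to 45834864 in the Llgl1+/+ Mx+ libraries and 48565234 to 55319642 in the Llgl1-/- Mx+ libraries. The Cre- libraries held 48296649 and 69780799 counts at time point 1 and 46282886 and 50224665 at time point 2. Counts were scaled by TMM and 16039 genes passed the filter on low counts. They were fitted with edgeR's quasi-likelihood model with 4 groups of condition and time point, and p-values were adjusted by Benjamini-Hochberg. The genotype difference with the time point term is the Llgl1-/- Mx+ minus Cre- difference at time point 2, less the Llgl1+/+ Mx+ minus Cre- difference at time point 1. The direct comparison of the 6 Mx+ libraries, without this term, is given beside it.
The transcript of Llgl1 itself lies on chromosome 11 of mm10 from 60699723 to 60714186. Llgl1 had 101 ± 8.25 TMM-normalized CPM (SD, n = 3) in Llgl1+/+ Mx+ and 189 ± 26.1 (SD, n = 3) in Llgl1-/- Mx+ cells. The Cre- libraries had 72.1 ± 0.687 (SD, n = 2) at time point 1 and 156 ± 0.0911 (SD, n = 2) at time point 2. The log2 fold change was -0.20 (standard error 0.17, adjusted p = 0.606, edgeR) with the time point term and 0.91 in the 6 Mx+ libraries (adjusted p = 0.000387, edgeR). With 1 library left out, the value with the term ran from -0.274 to -0.091. Within time point 2 Llgl1 had a log2 fold change of 0.28 in Llgl1-/- Mx+ against Cre- cells (standard error 0.12, adjusted p = 0.158, edgeR). The floxed exon 2 spans 98 of the 4303 nt of the transcript. If the deletion leaves the amount of transcript unchanged, the gene total therefore does not check it.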

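The 5 HoxA genes from Hoxa5 to Hoxa7 and Hoxa9 to Hoxa10, homeobox transcription factors of stem and progenitor cells, lie together on chromosome 6 of mm10. Hoxa5 starts at 52201754 and Hoxa10 ends at 52240854. All 5 had negative log2 fold changes in Llgl1-/- Mx+ against Llgl1+/+ Mx+ LSK cells with the time point term, and Hoxa9 passed the test over all genes. With replicate number added as a block Hoxa9 did not pass (adjusted p = 0.0572, edgeR). In the 6 Mx+ libraries alone none of the 5 passed as lower by edgeR. As a group they were lower with the term (adjusted p = 1.54e-06, camera from limma; adjusted p = 0.0908 with an estimated correlation), and in the 6 Mx+ libraries the list had an adjusted p of 0.853. The study chose these 5 genes on the same libraries, so the group test with the term is not independent evidence. The whole cluster of 9 tested genes had an adjusted p of 3.72e-05 with the term (camera; adjusted p = 0.0908 with an estimated correlation).
Hoxa9 had 49.5 ± 2.47 CPM (SD, n = 3) in Llgl1+/+ Mx+ and 54.5 ± 1.48 (SD, n = 3) in Llgl1-/- Mx+ libraries. In the Cre- libraries it had 21.4 ± 3.97 (SD, n = 2) at time point 1 and 56.3 ± 1.97 (SD, n = 2) at time point 2. With the time point term its log2 fold change was -1.26 (standard error 0.17, adjusted p = 0.00782, edgeR), and in the 6 Mx+ libraries it was 0.15 (standard error 0.08, adjusted p = 0.167, edgeR).
Hoxa10 had 24.6 ± 1.44 and 29.1 ± 4.94 CPM in Llgl1+/+ Mx+ and Llgl1-/- Mx+ cells, against 6.63 ± 1.87 and 18.9 ± 4.03 in Cre- cells at time points 1 and 2. Its log2 fold change with the term was -1.26 (standard error 0.30, adjusted p = 0.0617, edgeR). Hoxa5 had 8.82 ± 0.19 and 6.72 ± 0.733 CPM in the Mx+ groups and a log2 fold change of -1.06 with the term (adjusted p = 0.0984, edgeR). Hoxa6, at 2.24 ± 0.167 and 2.09 ± 0.387 CPM, had -1.39 (adjusted p = 0.102, edgeR), and Hoxa7, at 32.1 ± 0.883 and 42.3 ± 2.41, had -0.60 (adjusted p = 0.177, edgeR; -0.383 without Cre- replicate 1 and -0.846 without Cre- replicate 2).
In the 6 Mx+ libraries the log2 fold changes of Hoxa5, Hoxa6, Hoxa7 and Hoxa10 were -0.39, -0.10, 0.40 and 0.25, of which that of Hoxa7 passed the test as higher (adjusted p = 0.0069, edgeR). For the count of 0 lower by edgeR there, 1 was lower at an unadjusted p under 0.05, and DESeq2 called 1 lower and limma-voom 0.
Adjusted over the list alone, all 5 were lower with the time point term, but the study chose these genes on the same libraries, so this count is not independent evidence. DESeq2 with the same term called 4 of the 5 over all genes, all but Hoxa7. Hoxa2, Hoxa3 and Hoxa4 did not pass with the term by edgeR or DESeq2, and none of them had an unadjusted p under 0.05. Hoxa2 and Hoxa4 had log2 fold changes of -0.68 and -1.18 with standard errors of 0.64 and 0.86. That of Hoxa2 ran from -0.937 to -0.287 with 1 library left out. Hoxa3 had -0.59 with the term (adjusted p = 0.448, edgeR; -0.284 and -1.007 without Cre- replicate 1 or 2) and 1.06 in the 6 Mx+ libraries (adjusted p = 0.00251, edgeR). In the authors' deposited table, Hoxa9 had a log2 fold change of -1.15 (adjusted p = 1.49e-09, DESeq2) and Hoxa7 of -0.47 (adjusted p = 0.0418).

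**Figure D1:**
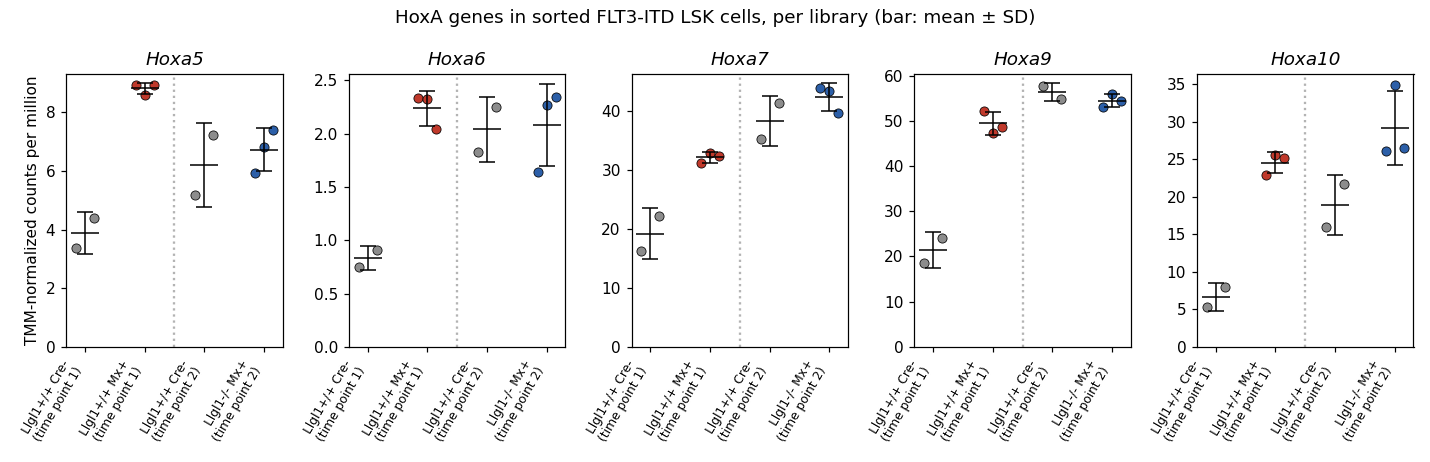
TMM-normalized CPM of Hoxa5, Hoxa6, Hoxa7, Hoxa9 and Hoxa10 (vertical axes, linear from 0) for each of the 10 LSK libraries, by condition and time point on the horizontal axes. Points are libraries and bars are mean ± SD. For Hoxa9 the Cre- libraries of time point 1 average 21.4, against 49.5 to 56.3 for the means of the other 3 groups.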

*Llgl1* deficient LSK cells showed significant decrease in *HoxA* gene expression, specifically *HoxA5-7* and *HoxA9-10* (Fig. 5A). 

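The gene sets of Fig. 5B were not analysed here. In their place, lists fixed before the data were examined were tested with camera at a preset correlation of 0.01.
With the time point term, the list of 36 hematopoietic stem cell and stemness genes was lower as a group in Llgl1-/- Mx+ LSK cells, with a median log2 fold change of -0.75 (adjusted p = 3.53e-06, camera from limma; adjusted p = 0.0908 with an estimated correlation). Of its members 3 fell and 0 rose by edgeR, with 4 higher at an unadjusted p under 0.05 and 0 higher by DESeq2. Adjusted over the list alone, 12 were lower and 1 was higher.
Mouse homologs of the human LSC17 leukemia stem cell score were also lower as a group. Of 15 genes 4 fell (9 adjusted over the list alone), with a median of -0.73 (adjusted p = 2.88e-07, camera; adjusted p = 0.0908 with an estimated correlation).
Genes of granulocyte-monocyte progenitors and primary granules were higher as a group (median 0.71, adjusted p = 4.6e-21, camera; adjusted p = 0.0908 with an estimated correlation). Of these 30 genes 9 rose, among them Mpo, Prtn3 and Cebpe (17 higher and 2 lower adjusted over the list alone). Ms4a3, a gene of granulocyte-monocyte progenitors, had a log2 fold change of 4.31 with the term (adjusted p = 0.00625, edgeR) and -0.40 in the 6 Mx+ libraries. Of 27 genes of neutrophil maturation 2 rose, the lactoferrin gene Ltf and the leukotriene receptor gene Ltb4r1, and the list had a median of 1.44 (adjusted p = 4.73e-07, camera; adjusted p = 0.13 with an estimated correlation). Adjusted over the list alone, 10 were higher and 2 were lower.
Without the time point term, in the 6 Mx+ libraries, each of these medians changed sign, and Ltf had 4.24 with the term but -1.52 without it (adjusted p = 9.69e-05 and 2.57e-05, edgeR). The stem cell list had a median of 0.57, with 19 genes higher and 3 lower (adjusted p = 0.00736, camera; adjusted p = 0.777 with an estimated correlation), and the LSC17 homologs one of 0.06 (adjusted p = 0.853, camera). The granule list had a median of -0.14, with 9 genes higher and 9 lower (adjusted p = 0.644, camera). The neutrophil list had -2.69, with 3 higher and 17 lower (adjusted p = 0.0019, camera; adjusted p = 0.931 with an estimated correlation).
Against Cre- cells of the same time point, the medians of the granule and neutrophil lists were negative in both Mx+ groups, less so in Llgl1-/- cells. The Cre- libraries of time point 1 stood apart in these genes. S100a8, an abundant neutrophil transcript, had 946 ± 80.3 CPM (SD, n = 2) there, against 6.03 ± 1.16 (SD, n = 2) in the Cre- libraries of time point 2. It had 19.5 ± 11.8 (SD, n = 3) in Llgl1+/+ Mx+ and 0.643 ± 0.621 (SD, n = 3) in Llgl1-/- Mx+ cells.

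**Figure D2:**
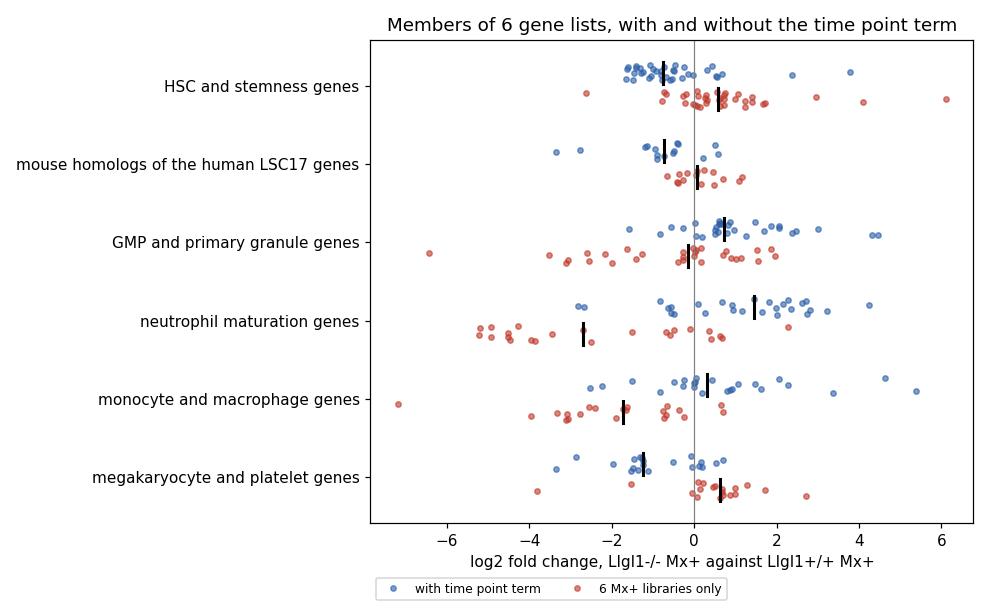
Log2 fold changes of Llgl1-/- Mx+ against Llgl1+/+ Mx+ LSK cells (horizontal axis) for each tested member of 6 gene lists (vertical axis), with the time point term in blue and in the 6 Mx+ libraries only in red. Black bars are medians. The stem cell list lies at -0.75 and 0.57, the neutrophil list at 1.44 and -2.69.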

Gene-set enrichment analysis (GSEA) revealed loss of leukemia stem cell (LSC) associated gene signatures as well as enrichment of L-GMP and myeloid differentiation associated gene sets (Fig. 5B). As loss of *HoxA* gene expression and enrichment of differentiation associated signatures are consistent with the observed loss of a stemness-associated immunophenotype, we sought to investigate whether re-expression of *Hox*-genes could rescue the loss-of-function phenotype. FLT3^ITD/ITD^; Llgl1^−/−^; Mx^+^ or FLT3^ITD/ITD^; Llgl1^+/+^; Mx^+^ LSK cells were retrovirally transduced with a HoxA9-GFP expressing construct (HA9) or empty vector control (ev). 1.5 × 10^5^ GFP+ cells were transplanted at limiting dilution into sublethally irradiated recipient mice (Fig. 5C). As expected, injection of equal numbers (1.5 × 10^5^ GFP+) of empty-vector transduced FLT3^ITD/ITD^; Llgl1^+/+^; Mx^+^ cells induced leukemia in 50% of recipient animals (median survival: 63 days; Fig. 5D). In contrast, injection of *Llgl1*-deficient FLT3^ITD/ITD^; Mx^+^ cells did not result in development of AML in vivo, confirming the loss-of function phenotype. Re-expression of *HoxA9* in *Llgl1*-deficient leukemic cells resulted in a complete phenotypic rescue and resulted in lethal leukemia with 100% penetrance (median survival 56 days, Fig. 5D). Consistently, *HoxA9* re-expression led to significant increase in white blood cell count (*p* < 0.0001), and spleen weight (*p* < 0.0001) as well as significant decrease in platelet numbers (*p* < 0.0001) and hemoglobin concentration (*p* = 0.0002) compared to empty vector control (Fig. 5E). These functional endpoints could also be confirmed by phenotypic analyses of bone marrow and peripheral blood cell morphology. While *Llgl1*-deficient FLT3^ITD/ITD^; Mx^+^ leukemic cells with overexpression of empty vector showed signs of cellular differentiation (Fig. 5F, right panel), expression of *HoxA9* resulted in re-induction of immature cell morphology (Fig. 5F, center), comparable to *Llgl1*-wildtype FLT3^ITD/ITD^; Mx^+^ controls (Fig. 5F, left panel).

**Fig. 5:**
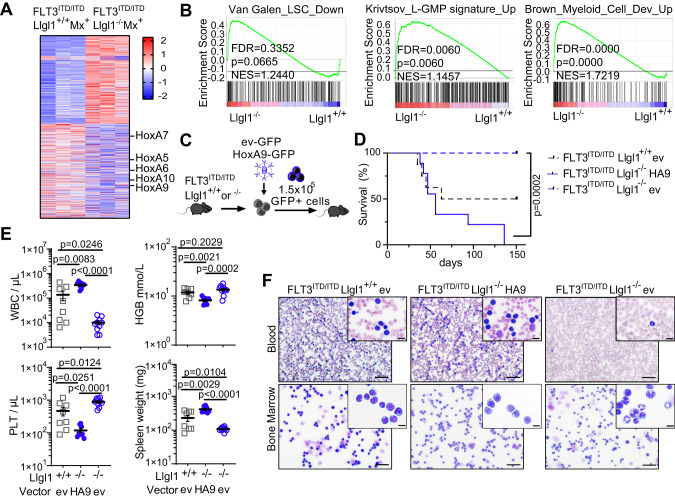
Re-expression of Hoxa9 rescues the disease phenotype of *Llgl1*-deficient FLT3^ITD/ITD^ AML. **A** Heatmap of differentially expressed genes of FLT3^ITD/ITD^; Llgl1^−/−^; Mx^+^ vs FLT3^ITD/ITD^; Llgl1^+/+^; Mx^+^ LSK cells (*n* = 3). Red zones represent higher gene expression (upregulation) and blue zones represent lower gene expression (downregulation). **B** GSEA indicating loss of LSC gene signatures (left panel), enrichment for L-GMP signatures (center) and myeloid cell development (right panel) in *Llgl1*-deficient FLT3^ITD/ITD^ LSKs. NES, normalized enrichment score; FDR, false discovery rate. **C**–**F** Retroviral expression of Hoxa9 in FLT3^ITD/ITD^ leukemia for functional rescue of *Llgl1*-deficient leukemic cells. **C** Schematic of experimental setup. **D** Survival curves of recipient animals of FLT3^ITD/ITD^; Llgl1^+/+^ empty vector (ev) *n* = 8; FLT3^ITD/ITD^; Llgl1^−/−^ Hoxa9 (HA9) *n* = 9; FLT3^ITD/ITD^; Llgl1^−/−^ ev *n* = 10. Shown are 2 independent cohorts; Mantel–Cox-test. **E** White blood count (WBC), hemoglobin (HGB), platelets (PLT) and spleen weight (in mg) of recipient animals; unpaired t-test. **F** Representative smears of peripheral blood and bone marrow cytospins using May–Grünwald/Giemsa; bigger pictures: scale bars = 50 µm; magnification 20×; smaller picture: scale bars = 10 µm; magnification 40×.

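Of 16039 genes tested, 349 differed between Llgl1-/- Mx+ and Llgl1+/+ Mx+ LSK cells with the time point term, 162 higher and 187 lower (adjusted p under 0.05, edgeR). Among the largest increases that also had a positive sign in the 6 Mx+ libraries were primary granule genes. Mpo, which encodes myeloperoxidase, had 1155 ± 395 CPM (SD, n = 3) in Llgl1+/+ Mx+ and 4480 ± 769 (SD, n = 3) in Llgl1-/- Mx+ cells. It had 17400 ± 4310 (SD, n = 2) and 8402 ± 374 (SD, n = 2) in Cre- cells at time points 1 and 2. Its log2 fold change was 3.01 (standard error 0.40, adjusted p = 0.00866, edgeR) with the term and 1.96 in the 6 Mx+ libraries (adjusted p = 0.00234, edgeR). Prtn3, a granule protease gene, rose by 2.47 with the term and 1.12 without it (adjusted p = 0.00866 and 0.00782, edgeR). The chemokine gene Ccl9 rose by 2.37 and 1.75 (adjusted p = 0.0264 and 0.00154, edgeR).
Mtus1, Gpc1, a cell surface proteoglycan gene, and Nrg1, a growth factor gene of the ErbB receptors, had log2 fold changes of 4.02, 3.28 and 2.69 with the term and also passed in the 6 Mx+ libraries.
Rflnb, Dram1 and the interferon-induced Ifit1 rose with the term, but their log2 fold changes of 0.11, 0.29 and 0.50 in the 6 Mx+ libraries did not pass.
Among the largest decreases were the adhesion molecule genes Epcam and Bcam. Epcam had 54.3 ± 6.62 CPM (SD, n = 3) in Llgl1+/+ Mx+ and 16.0 ± 2.75 (SD, n = 3) in Llgl1-/- Mx+ cells, a log2 fold change of -2.98 with the term (adjusted p = 0.00999, edgeR) and -1.76 in the 6 Mx+ libraries (adjusted p = 4.3e-05, edgeR). Bcam fell by 2.92 with the term on the log2 scale. Exoc3l2 had 41.2 ± 1.64 and 6.88 ± 0.303 CPM in the Mx+ groups, and Dmwd 37.4 ± 8.25 and 8.76 ± 1.84, and both passed with and without the term. Car2, a carbonic anhydrase gene of erythroid cells, had a log2 fold change of -2.43 with the term (adjusted p = 0.00786, edgeR) and -0.26 in the 6 Mx+ libraries (adjusted p = 0.115, edgeR).
The direct comparison of the 6 Mx+ libraries called 6513 of 14893 genes, 3166 higher and 3347 lower. Of the 162 genes higher with the term, 62 were called higher and 28 lower there, and of the 187 lower genes 38 were called lower and 61 higher. These comparisons share the 6 Mx+ libraries. Within time point 2, 13 of the 162 genes were called higher in Llgl1-/- Mx+ than in Cre- cells and 41 lower. Of the 187 genes, 12 were called lower there and 74 higher. Within time point 1, 156 of the 162 were called lower in Llgl1+/+ Mx+ than in Cre- cells, and 177 of the 187 higher. Most of the calls with the term thus followed a difference from Cre- cells at time point 1. The count with the term was 222, 793 and 83 without Cre- replicate 1, 2 or 4, 203 and 164 without Llgl1+/+ Mx+ replicate 2 or 3, and 160, 138 and 569 without Llgl1-/- Mx+ replicate 2, 3 or 4. DESeq2 called 1033 genes. In the authors' deposited table 872 genes had an adjusted p under 0.05, and all 872 had the same sign in the fit with the time point term.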

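Other lists described which further genes moved in Llgl1-/- Mx+ LSK cells with the time point term. Of 20 FLT3 and STAT5 target genes 1 fell, Pim2, a kinase gene induced by STAT5 (9 lower adjusted over the list alone), and the list was lower as a group (median -0.78, adjusted p = 3.07e-06, camera; adjusted p = 0.0908 with an estimated correlation). Pim2 had 472 ± 97.9 CPM (SD, n = 3) in Llgl1+/+ Mx+ and 490 ± 54.3 (SD, n = 3) in Llgl1-/- Mx+ libraries, a log2 fold change of -1.70 with the term (adjusted p = 0.016, edgeR) and 0.06 in the 6 Mx+ libraries (adjusted p = 0.764, edgeR).
Of 22 genes of the Scribble, Par and planar polarity complexes 3 fell, the Par complex gene Pard6g, the Crumbs complex gene Patj and the planar polarity gene Vangl1 (6 lower adjusted over the list alone; adjusted p = 0.000305, camera; adjusted p = 0.0908 with an estimated correlation). Pard6g had a log2 fold change of -1.06, Patj of -1.16 and Vangl1 of -1.70 (adjusted p = 0.0198, 0.0231 and 0.0442, edgeR). Their values of -0.15, 0.21 and -0.40 in the 6 Mx+ libraries did not pass, and the call of Vangl1 with the term was lost with limma-voom.
Of 33 interferon response genes 2 rose (21 adjusted over the list alone), Ifit1 and the oligoadenylate synthetase gene Oas1a (adjusted p = 3.72e-15, camera; adjusted p = 0.172 with an estimated correlation). The median log2 CPM of the list was 6.78 and 5.92 in the Cre- libraries of time point 1. It was 5.82 and 5.00 in those of time point 2 and 3.36 to 4.26 in the 6 Mx+ libraries. Ifit1 had 41.0 ± 24.9 and 11.0 ± 1.38 CPM (SD, n = 2 each) in Cre- cells at time points 1 and 2. In Llgl1+/+ Mx+ and Llgl1-/- Mx+ cells it had 1.85 ± 0.479 and 2.615 ± 0.499 (SD, n = 3 each). Its call was lost with limma-voom. Of 13 eosinophil, basophil and mast cell genes 2 rose, the eosinophil peroxidase gene Epx and the histidine decarboxylase gene Hdc (4 adjusted over the list alone; adjusted p = 3.07e-06, camera; adjusted p = 0.0908 with an estimated correlation), and of 20 megakaryocyte and platelet genes 1 fell, Mmrn1 (4 adjusted over the list alone; adjusted p = 0.00106, camera; adjusted p = 0.26 with an estimated correlation). Of 13 T and NK cell genes 2 fell (2 adjusted over the list alone; adjusted p = 0.00791, camera; adjusted p = 0.0908 with an estimated correlation). They were the T cell signaling genes Lck and Lat, with log2 fold changes of -1.26 and -1.66 (adjusted p = 0.00625 for both, edgeR), and Lat was higher in the 6 Mx+ libraries at 0.44 (adjusted p = 0.00285, edgeR). Epx had 5.76 with the term and 2.86 in the 6 Mx+ libraries, and Hdc 3.87 and -0.04. Both genes were highest in the Cre- libraries of time point 1, where Hdc had 119.7 ± 20.4 CPM (SD, n = 2). Hdc had 7.91 ± 0.396 (SD, n = 2) in the Cre- libraries of time point 2. It had 3.31 ± 1.18 and 3.21 ± 0.423 (SD, n = 3 each) in Llgl1+/+ Mx+ and Llgl1-/- Mx+ cells. None of these 6 lists passed by camera in the 6 Mx+ libraries, with adjusted p of 0.853 (FLT3 and STAT5 targets), 0.897 (polarity), 0.23 (interferon), 0.93 (eosinophil), 0.23 (megakaryocyte) and 0.929 (T and NK), and the polarity, eosinophil and megakaryocyte lists changed direction.
Lists of 24 monocyte and macrophage genes, 17 dendritic cell genes, 36 cell cycle genes and 15 Hippo pathway genes had adjusted p of 0.249, 0.271, 0.205 and 0.883 (camera). The monocyte list was lower in the 6 Mx+ libraries, with 15 of 21 tested genes lower and 1 higher (median -1.72, adjusted p = 9.7e-07, camera; adjusted p = 0.777 with an estimated correlation). The cell cycle list was lower there too, with 20 of 36 genes lower and 4 higher (adjusted p = 0.000421, camera; adjusted p = 0.931 with an estimated correlation), and the dendritic and Hippo lists had adjusted p of 0.402 and 0.853. In the monocyte list 1 gene rose with the term, the adhesion molecule gene Vcam1, at 5.39 (adjusted p = 0.0293, edgeR), against -1.89 in the 6 Mx+ libraries. Vcam1 had 71.4 ± 20.5 CPM (SD, n = 2) in the Cre- libraries of time point 1 and 0.452 ± 0.312 (SD, n = 2) in those of time point 2. It had 0.895 ± 0.302 and 0.242 ± 0.244 (SD, n = 3 each) in Llgl1+/+ Mx+ and Llgl1-/- Mx+ cells. The dendritic, cell cycle and Hippo lists had 0 genes past the test in either direction by edgeR. At an unadjusted p under 0.05 they had 2, 1 and 1 higher and 1, 2 and 2 lower genes, and DESeq2 called 0, 0 and 1 lower and 0 higher in each.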

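Within each time point the Mx+ cells can be set against Cre- cells made with the same kit. At time point 1, all 5 of Hoxa5, Hoxa6, Hoxa7, Hoxa9 and Hoxa10 were higher in Llgl1+/+ Mx+ than in Cre- LSK cells. The log2 fold change was 1.21 for Hoxa9 (standard error 0.12, adjusted p = 7.37e-05, edgeR) and 1.89 for Hoxa10 (standard error 0.22, adjusted p = 0.000172, edgeR). At time point 2, 0 of the 5 differed between Llgl1-/- Mx+ and Cre- cells by edgeR, while 1 was higher at an unadjusted p under 0.05 and 1 was higher by DESeq2. Hoxa9 had -0.05 (standard error 0.12, adjusted p = 0.834, edgeR) and Hoxa10 had 0.63 (standard error 0.21, adjusted p = 0.0803, edgeR).
Of the 36 stem cell and stemness genes, 20 were higher and 6 lower in Llgl1+/+ Mx+ than in Cre- cells at time point 1, and 9 were higher and 3 lower in Llgl1-/- Mx+ than in Cre- cells at time point 2. Of the 15 LSC17 homologs the counts were 10 higher and 2 lower at time point 1 and 3 higher and 2 lower at time point 2. Of the 30 granule genes, 0 were higher and 25 lower at time point 1, and 2 were higher and 14 lower at time point 2. Of the 27 neutrophil genes the counts were 2 higher and 23 lower, then 4 higher and 14 lower. The medians at time points 1 and 2 were -2.95 and -1.11 for the granule list and -4.00 and -2.40 for the neutrophil list. The groups within a time point held 3 and 2 libraries.
The paper reasons from lower HoxA expression and the enrichment of differentiation-associated gene sets, together with the lost stemness-associated immunophenotype, to the test of HoxA9 re-expression.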

Taken together, the phenotype induced by inactivation of *Llgl1* is characterized by a decrease of stemness-associated gene expression signature, including loss of *HoxA* gene expression. Conversely, re-expression of *HoxA9* can rescue this phenotype and results in re-establishment of an immature and aggressive leukemia.

## Discussion

Previously, genetic inactivation of *Llgl1* had been associated with a significant increase in long-term (LT-) HSC numbers and these cells show a competitive advantage when transplanted serially into secondary recipient mice [4]. Moreover, loss of *Llgl1* expression had been associated with inferior survival in datasets of AML and the *Llgl1* knockout gene signature in HSCs correlated with AML gene sets predicting dismal outcome. On the other hand, the tumor suppressor function of *Llgl1* was not conserved in murine models of lymphoid (B- and T-cell) leukemia [9] suggesting that *Llgl1* may act in a highly cell context specific manner. Here, we report on an unbiased targeted CRISPR/Cas9 screening approach to investigate the functional impact of Scribble polarity complex members *SCRIB*, *LLGL1*&2 and *DLG1-5* on cellular function of AML. Loss of *LLGL1* led to depletion of transduced cells. Impairment of proliferative capacity could be confirmed in human AML in vitro and in vivo as well as in two different mouse models of AML. These findings provide first evidence that tumor-suppressor function of *Llgl1* as indicated by the gain of function phenotype in *Llgl1*-deficient HSCs is not conserved in models of acute myeloid leukemia. Conversely, inactivation of *Llgl1* reveals inhibitory effects on disease development and propagation. Likewise, loss of *Llgl1* had not altered the course of murine lymphoid neoplasms induced by constitutive *Notch*, *c-Myc* or *Jak2* expression [9]. These results suggest that the role of *Llgl1* in hematopoietic cells may depend on lineage specificity, type of underlying oncogenic mutations and specific cellular contexts.

Interestingly, inactivation of *Llgl1* resulted in loss of stemness-associated gene expression consistent with acquisition of a more differentiated GMP-like immunophenotype. GMP-like leukemia stem cells have revealed a less aggressive phenotype in MLL-fusion induced models when compared to HSC-derived leukemias [27]. These findings are consistent with the observed delay in *Llgl1*-deficient leukemia development. 

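For several stem cell regulators the difference from Cre- cells of the same time point was lower in Llgl1-/- Mx+ than in Llgl1+/+ Mx+ LSK cells, while the mean CPM of Mycn, Hlf and Gfi1b were higher in Llgl1-/- Mx+ cells. Mycn, a MYC family transcription factor gene, fell by 1.30 on the log2 scale (standard error 0.23, adjusted p = 0.0226, edgeR). Its CPM were 422 ± 42.2 (SD, n = 3) in Llgl1+/+ Mx+, 697 ± 50.9 (SD, n = 3) in Llgl1-/- Mx+, and 104 ± 30.8 and 424 ± 24.3 (SD, n = 2 each) in Cre- cells at time points 1 and 2. Without the term Mycn was higher, with a log2 fold change of 0.73 (adjusted p = 0.000484, edgeR).
Hlf, a transcription factor gene of hematopoietic stem cells, had a log2 fold change of -1.50 with the term (standard error 0.30, adjusted p = 0.0378, edgeR) and 0.14 in the 6 Mx+ libraries (adjusted p = 0.185, edgeR). The call of Hlf with the term was lost with limma-voom. Gfi1b fell by 1.63 with the term (adjusted p = 0.0231, edgeR) and had 0.09 in the 6 Mx+ libraries (adjusted p = 0.735, edgeR).
The 4 LSC17 homologs that fell were Laptm4b, Dpysl3, Mmrn1 and Dnmt3b, a DNA methyltransferase gene, with log2 fold changes of -0.90, -2.78, -3.36 and -1.14. Laptm4b also passed as lower in the 6 Mx+ libraries, at -0.43 (adjusted p = 0.00264, edgeR). In these 6 libraries Mmrn1 had 0.70 (adjusted p = 0.0807, edgeR), and its call with the term was lost with limma-voom. Cd34 did not pass, at -0.39 with the term (adjusted p = 0.485, edgeR; -0.099 without Cre- replicate 1 and -0.743 without Cre- replicate 2).
Of 11 genes of HoxA cofactors and regulators, 0 passed over all genes by edgeR (2 lower adjusted over the list alone), with 3 lower at an unadjusted p under 0.05 and 2 lower by DESeq2. Mecom had -1.31 with the term (adjusted p = 0.0911, edgeR) and was lower in the 6 Mx+ libraries at -0.70 (adjusted p = 0.00718, edgeR). Meis1, a HoxA cofactor gene, had -0.80 with the term (adjusted p = 0.0982, edgeR) and was higher there at 0.27 (adjusted p = 0.0175, edgeR). Flt3, the receptor gene that carries the ITD, fell by 0.80 with the term (adjusted p = 0.0337, edgeR) and had -0.20 in the 6 Mx+ libraries (adjusted p = 0.0662, edgeR). The call of Flt3 with the term was lost with RLE size factors.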

Although FLT3-ITD driven AML is not among genetic subtypes with the highest levels of *HOX*-gene expression (such as *NPM1*-mutated AML) we found reduced expression of the *HoxA*-gene cluster along with other stemness associated genes. Loss of a stemness-associated gene expression program by deletion of *Llgl1* may indicate its involvement in regulation of cell polarity, which has been previously described in other model systems [28]. Here, disruption of polarity may alter asymmetric cell division (ACD), shift ACD of leukemia stem cells towards symmetric cell division and result in loss of self-renewal capacity. Conversely, gain of a self-renewal associated gene expression signature in normal HSCs [4] may rather be attributed to increased symmetric renewal – in a context specific manner. Impressive work on normal HSCs has recently shown that HSC fitness response to stress depends on signaling molecules Yap1 and Taz, and that deletion of *Yap1* and *Taz* induces loss of HSC quiescence and symmetric self-renewal ability [3]. Moreover, this work provided evidence that Scrib-complex member Scribble and Yap1 coordinate to control Cdc42 activity and HSC fate determination. While the mechanistic role of *Llgl1* deletion in cell fate decisions of LSCs and its potential interaction with Yap-Taz-signaling is clearly beyond the scope of this manuscript, it is tempting to speculate on a cell-context specific role of Llgl1 in maintenance of an immature cell state through interaction with the described pathways.

Taken together, cell-type specific functions of Scribble complex member *Llgl1* could be confirmed in acute leukemia, which may suggest a possible disease specific modulation of cell polarity complexes.

### Supplementary information

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure Legends

Supplementary Tables

## Data Availability

RNA-sequencing data are available through NCBI Gene Expression Omnibus under accession numbers GSE233381.

## References

[1] Humbert PO, Dow LE, Russell SM (2006). The Scribble and Par complexes in polarity and migration: friends or foes?. Trends Cell Biol.

[2] Humbert PO, Grzeschik NA, Brumby AM, Galea R, Elsum I, Richardson HE (2008). Control of tumourigenesis by the Scribble/Dlg/Lgl polarity module. Oncogene.

[3] Althoff MJ, Nayak RC, Hegde S, Wellendorf AM, Bohan B, Filippi MD (2020). Yap1-Scribble polarization is required for hematopoietic stem cell division and fate. Blood.

[4] Heidel FH, Bullinger L, Arreba-Tutusaus P, Wang Z, Gaebel J, Hirt C (2013). The cell fate determinant Llgl1 influences HSC fitness and prognosis in AML. J Exp Med.

[5] Hawkins ED, Oliaro J, Kallies A, Belz GT, Filby A, Hogan T (2013). Regulation of asymmetric cell division and polarity by Scribble is not required for humoral immunity. Nat Commun.

[6] Hawkins ED, Oliaro J, Ramsbottom KM, Newbold A, Humbert PO, Johnstone RW (2016). Scribble acts as an oncogene in Emu-myc-driven lymphoma. Oncogene.

[7] Mohr J, Dash BP, Schnoeder TM, Wolleschak D, Herzog C, Tubio Santamaria N (2018). The cell fate determinant Scribble is required for maintenance of hematopoietic stem cell function. Leukemia.

[8] Beekman R, Valkhof MG, Sanders MA, van Strien PM, Haanstra JR, Broeders L (2012). Sequential gain of mutations in severe congenital neutropenia progressing to acute myeloid leukemia. Blood.

[9] Hawkins ED, Oliaro J, Ramsbottom KM, Ting SB, Sacirbegovic F, Harvey M (2014). Lethal giant larvae 1 tumour suppressor activity is not conserved in models of mammalian T and B cell leukaemia. PLOS One.

[10] Schnoeder TM, Schwarzer A, Jayavelu AK, Hsu CJ, Kirkpatrick J, Dohner K (2022). PLCG1 is required for AML1-ETO leukemia stem cell self-renewal. Blood.

[11] Lee BH, Tothova Z, Levine RL, Anderson K, Buza-Vidas N, Cullen DE (2007). FLT3 mutations confer enhanced proliferation and survival properties to multipotent progenitors in a murine model of chronic myelomonocytic leukemia. Cancer Cell.

[12] Johnson JJ, Chen W, Hudson W, Yao Q, Taylor M, Rabbitts TH (2003). Prenatal and postnatal myeloid cells demonstrate stepwise progression in the pathogenesis of MLL fusion gene leukemia. Blood.

[13] Klezovitch O, Fernandez TE, Tapscott SJ, Vasioukhin V (2004). Loss of cell polarity causes severe brain dysplasia in Lgl1 knockout mice. Genes Dev.

[14] Velasco-Hernandez T, Säwén P, Bryder D, Cammenga J (2016). Potential Pitfalls of the Mx1-Cre system: implications for experimental modeling of normal and malignant hematopoiesis. Stem Cell Rep.

[15] Jayavelu AK, Schnöder TM, Perner F, Herzog C, Meiler A, Krishnamoorthy G (2020). Splicing factor YBX1 mediates persistence of JAK2-mutated neoplasms. Nature.

[16] Perner F, Schnoeder TM, Xiong Y, Jayavelu AK, Mashamba N, Santamaria NT (2022). YBX1 mediates translation of oncogenic transcripts to control cell competition in AML. Leukemia.

[17] Doench JG, Hartenian E, Graham DB, Tothova Z, Hegde M, Smith I (2014). Rational design of highly active sgRNAs for CRISPR-Cas9-mediated gene inactivation. Nat Biotechnol.

[18] Uckelmann HJ, Kim SM, Antonissen NJ, Krivtsov AV, Hatton C, McGeehan GM (2018). MLL-Menin inhibition reverses pre-leukemic progenitor self-renewal induced by NPM1 mutations and prevents AML development. Blood.

[19] Wang B, Wang M, Zhang W, Xiao T, Chen CH, Wu A (2019). Integrative analysis of pooled CRISPR genetic screens using MAGeCKFlute. Nat Protoc.

[20] Schnoeder TM, Perner F, Heidel FHA (2021). JAK of all trades: how global phosphoproteomics reveal the Achilles heel of MPNs. Mol Cell Oncol.

[21] Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM (2019). Comprehensive Integration of Single-Cell Data. Cell.

[22] Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM (2019). Comprehensive integration of single-cell data. Cell.

[23] Hartleben B, Widmeier E, Wanner N, Schmidts M, Kim ST, Schneider L (2012). Role of the polarity protein scribble for podocyte differentiation and maintenance. PLOS One.

[24] Papaemmanuil E, Gerstung M, Bullinger L, Gaidzik VI, Paschka P, Roberts ND (2016). Genomic classification and prognosis in acute myeloid leukemia. N Engl J Med.

[25] Meyer SE, Qin T, Muench DE, Masuda K, Venkatasubramanian M, Orr E (2016). DNMT3A haploinsufficiency transforms FLT3ITD myeloproliferative disease into a rapid, spontaneous, and fully penetrant acute myeloid leukemia. Cancer Discov.

[26] Straube J, Eifert T, Vu T, Janardhanan Y, Haldar R, von Eyss B (2023). Cre recombinase expression cooperates with homozygous FLT3 internal tandem duplication knockin mouse model to induce acute myeloid leukemia. Leukemia.

[27] Krivtsov AV, Figueroa ME, Sinha AU, Stubbs MC, Feng Z, Valk PJ (2013). Cell of origin determines clinically relevant subtypes of MLL-rearranged AML. Leukemia.

[28] Hawkins ED, Russell SM (2008). Upsides and downsides to polarity and asymmetric cell division in leukemia. Oncogene.

# Supplementary material for: Cell fate determinant Llgl1 is required for propagation of acute myeloid leukemia
**Source:** Leukemia. 2023 Aug 16;37(10):2027–35. doi: 10.1038/s41375-023-02005-9
**Supplement:** Supplementary file 4 — Supplementary Figure Legends

**Supplementary Figure 1: A** Representation and distribution of the Scribble polarity complex member CRISPR/Cas9 library screen, with negative controls (neg cntrl.: Luciferase, non-targeting), positive controls (pos. cntrl.: *RPA3*, *POLR2A* and *POLR2B*, *BRD4*) and the Scribble polarity complex members (target genes: *SCRIB*, *LLGL1-2*, *DLG1-5*). **B** LLGL1 mRNA expression in different AML cell lines (HEL, MOLM-13, MV-11, HL-60) following CRISPR/Cas9-induced knockout using specific sgRNAs (sgLLGL1_2 or sgLLGL1_4) or a non-targeting control (sgLUC). Data show mean ± SD, n=4-5, paired t-test. **C** Western blot analysis in different cell lines (SET-2, THP-1, OCI-AML3, K-562) upon CRISPR/Cas9 knockout using LLGL1-specific sgRNA (sgLLGL1_2 or sgLLGL1_4) or a non-targeting control (sgLUC). Representative images of 3 independent experiments are shown. **D** mRNA expression of LLGL1 in MOLM-13 cells upon RNAi-induced knockdown using specific shRNAs (shLLGL1_1 or shLLGL1_2) or a non-targeting control (shSCR) by RT-qPCR. **E** mRNA expression of LLGL1 in different AML patient samples upon RNAi-induced knockdown using specific shRNAs (shLLGL1_1 or shLLGL1_2) or a non-targeting control (shSCR) by RT-qPCR, n=4 independent AML patients, paired t-test.

**Supplementary Figure 2: A** mRNA expression of Llgl1 in murine Mll-AF9 rearranged (MA9) cells upon RNAi-induced knockdown using specific shRNAs (shLlgl1_39 or shLlgl1_58) or a non-targeting control (shScr) by RT-qPCR. **B-C** Representative flow cytometry plots of cell cycle (B) and apoptosis (C) assays**.** Shown is the plot for one representative experiment; mean percentages are indicated for B, n=3 independent experiments; C, n=5 independent experiments.

**Supplementary Figure 3:** Marker-panel of multi-parametric single-cell analysis to identify cellular differentiation patterns.

# Supplementary material for: Cell fate determinant Llgl1 is required for propagation of acute myeloid leukemia
**Source:** Leukemia. 2023 Aug 16;37(10):2027–35. doi: 10.1038/s41375-023-02005-9
**Supplement:** Supplementary file 5 — Supplementary Tables

**Supplementary material:**

**Supplementary Table 1:** shRNA sequences used for functional assays in this study

| shRNA | Species | Ordering number (Sigma-Aldrich) | Sequence (5‘-3‘) |
| --- | --- | --- | --- |
| shSCR | None | SHC002 | CCGGCAACAAGATGAAGAGCACCAA-  CTCGAGTTGGTGCTCTTCATCTTGTT |
| shLLGL1_1 | *Homo sapiens* | TRCN0000117138 | GCCTATACTTTGCCGACACAT |
| shLLGL1_2 | *Homo sapiens* | TRCN0000117139 | CCCATCAGAATTTGAACGCTT |
| shDLG1_1 | *Homo sapiens* | TRCN0000006101 | CGGGTCAATGACTGTATATTA |
| shDLG1_2 | *Homo sapiens* | TRCN0000006102 | CCCACAAGTATGTATATGAAT |
| shDLG4_1 | *Homo sapiens* | TRCN0000235624 | TATGATGTTGTCTACCTAAAG |
| shDLG4_2 | *Homo sapiens* | TRCN0000235627 | ACGAGAGTGGTCAAGGTTAAA |
| shLLGL2_1 | *Homo sapiens* | TRCN0000116432 | CTGGGTCCTTTGGTCAATGTT |
| shLLGL2_2 | *Homo sapiens* | TRCN0000116433 | CCTGTACTTTGCTGACACCTA |
| shLlgl1_39 | *Mus musculus* | TRCN0000088339 | CGTGGAATATGTGAAGGATTT |
| shLlgl1_58 | *Mus musculus* | TRCN0000305158 | GCCTACACCCTTCTGATTAAA |

**Supplementary Table 2:** Vectors used in this study

| Vector | Used for | Source |
| --- | --- | --- |
| psPAX2 | Lentiviral packaging plasmid | Addgene #12260 |
| pMD2.G | Lentiviral packaging plasmid | Addgene #12259 |
| MSCV-GFP-HoxA9 | Retroviral plasmid | kindly provided by Dr. S. Armstrong (Harvard Medical School, Boston, MA, USA) |
| MSCV-GFP-EV | Retroviral plasmid | kindly provided by Dr. S. Armstrong (Harvard Medical School, Boston, MA, USA) |

**Supplementary Table 3:** RT-qPCR primers used for knockout or knockdown validation

| Target gene | Species | Forward primer sequence (5‘-3‘) | Reverse primer sequence (5‘-3‘) |
| --- | --- | --- | --- |
| Llgl1 | *Mus musculus* | CTGCATTCGTCAGCTATCAC | ACTCAAGGCACTGGAGGCA |
| Hprt | *Mus musculus* | GGACAGGACTGAAAGACTTG | CGTTGACTGATCATTACAGTAGC |
| LLGL1 | *Homo sapiens* | GCTGCTTCGATCCCTACAGTGA | CGGCACATCACTAAGCTCCAG |
| B2M | *Homo sapiens* | TGTGTCTGGGTTTCATCCATCCGA | CACACGGCAGGCATACTCATCTTT |

**Supplementary Table 4:** sgRNA sequences used for functional assays in this study

| Target gene | species | Forward primer sequence (5‘-3‘) | Reverse primer sequence (5‘-3‘) |
| --- | --- | --- | --- |
| sgLUC |  | caccGGATTCTAAAACGGATTACC | aaacGGTAATCCGTTTTAGAATCC |
| sgRPA3 | *Homo sapiens* | caccGGTTGGAAGAGTAACCGCCA | aaacTGGCGGTTACTCTTCCAACC |
| sgLLGL1_2 | *Homo sapiens* | caccCCATTAACAAGATTCTGTGG | aaacCCACAGAATCTTGTTAATGG |
| sgLLGL1_4 | *Homo sapiens* | caccGGTGGGCACAGCCATTATGG | aaacCCATAATGGCTGTGCCCACC |

**Supplementary Table 5:** CRISPR/Cas9 Scribble complex member sgRNA sequences

**Supplementary Table 6:** P5 (forward) and P7 (reverse) primer used for Illumina sequencing

| Primer name | Full primer sequence 5’-3’ |
| --- | --- |
| P5_for_1 | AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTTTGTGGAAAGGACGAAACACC |
| P5_for_2 | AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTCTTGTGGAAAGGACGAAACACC |
| P5_for_3 | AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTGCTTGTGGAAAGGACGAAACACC |
| P5_for_4 | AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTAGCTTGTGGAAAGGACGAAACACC |
| P5_for_5 | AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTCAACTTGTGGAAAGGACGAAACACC |
| P5_for_6 | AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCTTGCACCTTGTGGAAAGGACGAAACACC |
| P7_ rev_1 | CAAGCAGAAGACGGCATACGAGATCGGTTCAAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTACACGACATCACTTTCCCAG |
| P7_ rev_2 | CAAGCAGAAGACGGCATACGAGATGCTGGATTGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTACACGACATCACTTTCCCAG |
| P7_ rev_3 | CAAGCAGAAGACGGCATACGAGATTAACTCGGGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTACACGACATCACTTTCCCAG |
| P7_ rev_4 | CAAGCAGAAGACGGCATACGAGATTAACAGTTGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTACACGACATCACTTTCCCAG |
| P7_ rev_5 | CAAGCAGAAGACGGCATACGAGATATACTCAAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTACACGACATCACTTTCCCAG |
| P7_ rev_6 | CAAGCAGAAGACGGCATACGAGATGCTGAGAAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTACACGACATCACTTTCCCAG |

Green: P5 or P7 flow cell attachment sequence

Purple: Stagger region (P5) or Barcode (P7), respectively

Blue: Illumina sequencing primer binding sequence

Yellow: Vector binding sequence

**Supplementary Table 7**: Flow cytometry antibodies used for single-cell immunophenotyping

| Surface marker | Fluorophore | Ordering No. | Clone | Lot no. | Dilution | Manufacturer |
| --- | --- | --- | --- | --- | --- | --- |
| CD48 | BUV395 | 740236 | HM48-1 | 1112980 | 1:200 | Biolegend |
| CD11c | BUV496 | 750483 | HL3-1 | 1355903 | 1:200 | Biolegend |
| CD115 | BUV563 | 748478 | CSF-1R | 1355893 | 1:200 | Biolegend |
| CD43 | BUV615 | 752307 | S7 | 1355907 | 1:300 | Biolegend |
| CD71 | BUV661 | 741481 | C2 | 1355857 | 1:1000 | Biolegend |
| Surface marker | Fluorophore | Ordering No. | Clone | Lot no. | Dilution | Manufacturer |
| CD16/32 | BUV737 | 612783 | 2.4G2 | 2101862 | 1:500 | Biolegend |
| MHCII | BUV805 | 748844 | M5/114.15.2 | 1355894 | 1:800 | Biolegend |
| CD127 | BV421 | 562959 | SB/199 | 1321701 | 1:50 | Biolegend |
| Siglec F | F-SB436 | 62-1702-82 | 1RNM44N | 2547850 | 1:100 | Thermo Fisher |
| CD105 | PB | 120411 | MJ7/18 | B303063 | 1:200 | Biolegend |
| Ly6G | BV480 | 746448 | A18 | 1355887 | 1:1000 | Biolegend |
| CD3 | BV510 | 100234 | 30-F11 | B361776 | 1:50 | Biolegend |
| CD11b | BV605 | 101237 | M1/70 | B316880 | 1:1000 | Biolegend |
| CD23 | BV650 | 740456 | B3B4 | 1355848 | 1:400 | BD Biosciences |
| CD117 | BV711 | 105835 | 2B8 | B311372 | 1:500 | Biolegend |
| CD150 | BV785 | 115937 | TC15-12F12.2 | B340823 | 1:500 | Biolegend |
| Nk1.1 | PerCP | 108725 | PK136 | B359229 | 1:100 | Biolegend |
| CD93 | BB700 | 742187 | AA4.1 | 2314807 | 1:800 | BD Biosciences |
| SiglecH | PerCPeF710 | 46-0333-82 | eBio440c | 2423776 | 1:1000 | Thermo Fisher |
| CD62L | PE | 161204 | W18021D | B359280 | 1:1000 | Biolegend |
| F4/80 | Sparg YG 593 | 157311 | QA17A29 | B340434 | 1:500 | Biolegend |
| CD135 | PE Dazzle594 | 562537 | A2F10.1 | 2265804 | 1:100 | BD Biosciences |
| CD4 | PE-Fire640 | 100481 | GK1.5 | B343351 | 1:1000 | Biolegend |
| IgM | PE-Cy5 | 406544 | RMM-1 | B313535 | 1:500 | Biolegend |
| CD8a | PE-Fire 700 | 100792 | 53-6.7 | B318676 | 1:1000 | Biolegend |
| Ly6C | PE-Cy7 | 128018 | HK1.4 | B331355 | 1:500 | Biolegend |
| B220 | PE -Fire810 | 103287 | RA3-6B2 | B341831 | 1:500 | Biolegend |
| CD41 | APC | 133914 | MWReg30 | B377160 | 1:200 | Biolegend |
| TCRab | AF647 | 109218 | H57-597 | B335129 | 1:300 | Biolegend |
| CD19 | Spark NIR | 115568 | 6D5 | B344650 | 1:500 | Biolegend |
| TCRgd | R718 | 751919 | GL3 | 1355905 | 1:300 | BD Biosciences |
| (live/dead) | Zombie NIR | 566349 |  |  | 1:100 | Biolegend |
| Surface marker | Fluorophore | Ordering No. | Clone | Lot no. | Dilution | Manufacturer |
| Sca1 | APC-Cy7 | 560654 | D7 | 325565 | 1:1000 | BD Biosciences |
| CD45 | APC-Fire810 | 103174 | 30-F11 | B359177 | 1:500 | BD Biosciences |
| Brilliant stain buffer |  | 566349 |  |  | 1:5 | BD Biosciences |

How the deposited data were processed for this re-analysis (not part of the article)

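RNA-seq was performed on sorted LSK bone marrow cells of FLT3-ITD/ITD mice: 3 libraries of Llgl1+/+ Mx+, 3 of Llgl1-/- Mx+ and 4 of Llgl1+/+ Cre- cells. Conditions, replicate numbers and time points were taken from the sample labels, and the conditions were checked against the paper. The time points follow the names used for the analysis. The read numbers that the protocol text lists for time point 2 do not match these names for 2 of the 3 Llgl1-/- Mx+ libraries. The other experiments of the paper (flow cytometry, the CRISPR/Cas9 screen, survival and HoxA9 re-expression) were not analysed here.

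The authors deposited raw counts per gene by Entrez ID for 10 libraries, made by the submitters' processing notes with Trimmomatic 0.39, STAR 2.7.10a and featureCounts 2.0.1 on mm10. Strand setting and annotation release were not given in the sources used here, so reads of overlapping or antisense genes cannot be told apart. The authors also deposited a table of their own comparison of Llgl1-/- Mx+ with Llgl1+/+ Mx+ cells, with log2 fold changes and p-values from DESeq2, which holds 14594 rows for 14529 genes. Its model was not given in the sources used here. Whether its log2 fold changes were shrunken is not given either. That of Ms4a3 is 0.128 in the authors' deposited table and 4.31 in the fit here, so the 2 sets of fold changes were kept apart.

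The count table held 27179 gene IDs, of which 25275 were named from RefSeq, 18 from GENCODE and 3 from the authors' table, and 1883 had no symbol. Genes without a symbol held 0.397 to 1.65 percent of the counts of a library. Library totals ran from 42171349 to 69780799 counts. Of 100 simulated genes changed by 1 on the log2 scale, 23 percent were recovered in the comparison of the Mx+ groups with the time point term, and of 100 changed by 2, 85 percent, in a fit of 15743 genes, so changes of about that smaller size were mostly not detectable.

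Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr by group with a minimum count of 10, TMM factors, robust quasi-likelihood fit, Benjamini-Hochberg adjusted p under 0.05). The 4 groups of condition by time point were fitted together with 6 residual degrees of freedom. The first comparison subtracted the Llgl1+/+ Mx+ minus Cre- difference at time point 1 from the Llgl1-/- Mx+ minus Cre- difference at time point 2. This removes a time point effect that all groups share, but also any effect of the recombinase or of the leukemia that both Mx+ groups share. The comparison rests on 2 Cre- libraries at each time point. The other comparisons were Mx+ against Cre- within each time point, and time point 2 against 1 in Cre- cells. The 6 Mx+ libraries were also fitted alone (14893 genes). Gene lists were tested with camera from limma 3.58.1 at a preset correlation of 0.01, with fry and with fgsea 1.28.0, adjusted over 26 lists with at least 3 tested members.

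The genes named in the text were chosen by a rule set before the data were examined. It took the tested HoxA genes and Llgl1. It took the 12 largest changes in each direction past the threshold with a mean log2 CPM of at least 3 and the same sign in the 6 Mx+ libraries, leaving out predicted genes, pseudogenes and antigen receptor segments. In each list it took the 4 members with the smallest p and the 2 with the highest counts, and in each other comparison the 5 largest changes in each direction. Kit, S100a8, Elane and Hp are named outside the rule, chosen after their values were seen. The results of 2 genes, among them changes of direction under the alternatives, are not reported here.

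Alternatives were other size factors (RLE, upper quartile), DESeq2 1.42.0 and limma-voom, no filter and a filter of at least 50 counts in every library of 1 group, fits without the time point term, replicate number as a block, and each library left out in turn. No pair of libraries in a group differed by less than the sampling noise.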

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

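The tests of Kit, Cd34 and Flt3, the granule genes, the HoxA medians and the Llgl1 total, and what the splits of the libraries would show, were set down after the values were seen. The paper does not report on the Cre- libraries. They differed from Mx+ libraries in 5436 of 16039 genes at time point 1 (2654 higher and 2782 lower in Llgl1+/+ Mx+, edgeR) and in 2211 at time point 2 (772 higher and 1439 lower in Llgl1-/- Mx+). Without Cre- replicate 1 the count within time point 1 was 3344, and within time point 2 it was 803 without Cre- replicate 3 and 1467 without Llgl1-/- Mx+ replicate 3. Between the time points, Cre- libraries differed in 6728 genes, with no difference in genotype.

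As a group the 5 HoxA genes were lower in Llgl1-/- cells with the time point term (adjusted p = 1.54e-06, camera; adjusted p = 0.0908 with an estimated correlation) and not without it (adjusted p = 0.853). The study chose these genes on the same libraries, so the test with the term is not independent evidence. In the Cre- libraries the median log2 change of the 5 genes from time point 1 to 2 was 1.29, and a library preparation that raises HoxA counts at time point 2 and a true difference between the Cre- samples cannot be told apart, because each time point used its own kit. The Llgl1 genotype stays open as well: within time point 2 the median against Cre- was 0.12, but that comparison also differs in the recombinase and in disease. Dilution of the Cre- libraries of time point 1 by mature Kit-negative cells could lower HoxA counts in them, but Kit, a marker of the sort, did not pass as lower there than in Llgl1+/+ Mx+ libraries. Its log2 change in Llgl1+/+ Mx+ against Cre- was -0.23 (standard error 0.19), against a median of 1.21 for the HoxA genes. Cd34 and Flt3, other progenitor genes, were lower in these Cre- libraries than in Llgl1+/+ Mx+ libraries, with log2 changes of 0.61 (standard error 0.18) and 0.64 (standard error 0.12) that are also smaller than the HoxA median. Dilution that lowers all progenitor transcripts alike would move these genes as much as the HoxA genes. But Llgl1+/+ Mx+ and Cre- cells differed in 5436 genes, so equal Kit, Cd34 and Flt3 per progenitor cannot be assumed. The test therefore does not decide on dilution, which stays open. Between the Cre- libraries Kit had 0.56 (standard error 0.21) from time point 1 to 2. It was thus lower at time point 1, as dilution would give, but the library preparation differed too.

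Granule genes were higher as a group in Llgl1-/- cells with the time point term (adjusted p = 4.6e-21, camera; adjusted p = 0.0908 with an estimated correlation). Against Cre- cells of the same time point their median was -2.95 in Llgl1+/+ Mx+ and -1.11 in Llgl1-/- Mx+ cells. The rise with the term is thus a smaller fall against Cre- cells. Myeloid transcripts in the Cre- libraries of time point 1 alone could produce such a rise, and this stays open for the 9 granule genes called. In the 6 Mx+ libraries, which do not use the Cre- libraries, 4 of the 9 were called higher, among them Mpo, Prtn3 and Cebpe, where the share of all genes called higher there would give 1.91 (binomial p = 0.103, with genes taken as independent). Of the other 5, Fcgr3 and Hp were called lower there and 3 did not pass. The 9 genes were called with the same 6 Mx+ libraries, so the share of all genes is not a fair baseline and the binomial test decides nothing. Of all 162 genes called higher with the term, 62 were called higher in the 6 Mx+ libraries. That comparison is also confounded with the time point. Elane had 3034 ± 371 CPM (SD, n = 2) in these Cre- libraries and 218.6 ± 2.15 (SD, n = 2) in those of time point 2, and the paper's lineage stain for the sort holds Gr-1, a marker of these cells.

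The Llgl1 gene total did not pass as lower in Llgl1-/- libraries. Loss of exon 2 alone, with the amount of transcript unchanged, would change it by -0.033 on the log2 scale. The measured change of -0.20 (standard error 0.17) is too imprecise to tell that apart from no change.

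The splits do not exclude chance for the 349 genes called with the time point term: 5 of 100 splits of the libraries within each time point, the real one included, called as many, and the highest other called 4435. The 3 splits that called 3941, 3975 and 4435 genes exchange 2 of the Llgl1-/- Mx+ libraries with the Cre- libraries of time point 2, so they follow the difference between Mx+ and Cre- libraries. Since all splits but the real one exchange libraries that differ in the recombinase, their share says little about the genotype. For the 6513 genes of the 6 Mx+ libraries, 10 splits are too few for a share under 0.05. The real split gave 6513 (1 split as large) and the highest other gave 5, and the real one is also the split by time point.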

How the results depend on the processing

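The Llgl1 gene total under settings other than RLE and the block within time point 2 were chosen after seeing the data. The directions of 17 of 57 genes followed under the alternatives, of Llgl1, tested apart from these, and of several lists changed in the 6 Mx+ libraries. In the fit of 4 groups, the plain Mx+ difference is the value with the term plus the Cre- change from time point 1 to 2. For Hoxa9 these were 0.141, -1.256 and 1.397. What caused the Cre- change was not tested. Some of the 57 are not named elsewhere in the text. In the 6 Mx+ libraries only, 6513 genes, 0 lower HoxA genes of the 5 named by the paper and 5 lists were called. The list tests went the other way for HoxA (0.853), stemness (0.00736), LSC17 (0.853), granule (0.644) and neutrophil genes (0.0019). With an estimated correlation the stemness and neutrophil lists had adjusted p of 0.777 and 0.931 (camera). Of the other lists called with the term, the whole HoxA cluster (0.853), polarity (0.897), eosinophil, basophil and mast cell (0.93), megakaryocyte (0.23) and mitochondrially encoded genes (0.317) also changed direction. The log2 fold changes that changed sign were those of Hoxa3 (1.058), Hoxa7 (0.402), Hoxa9 (0.145), Hoxa10 (0.25), Mycn (0.729), Gfi1b (0.089), Hlf (0.141), Mmrn1 (0.697), Cd34 (0.055), Ms4a3 (-0.397), Ltf (-1.516), Pim2 (0.061), Meis1 (0.268), Patj (0.207), Lat (0.44), Hdc (-0.044), Vcam1 (-1.894) and Llgl1 (0.913).

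In all libraries with no time point term, 65 genes, 0 HoxA genes and 8 lists were called, and the first 5 lists turned, with adjusted p of 0.891, 0.0207, 0.789, 0.937 and 0.00453 in that order. The genes that turned were Hoxa3 (1.055), Hoxa7 (0.398), Hoxa9 (0.141), Hoxa10 (0.246), Mycn (0.724), Gfi1b (0.084), Hlf (0.137), Mmrn1 (0.695), Cd34 (0.051), Ms4a3 (-0.399), Ltf (-1.521), Pim2 (0.055), Meis1 (0.263), Patj (0.203), Lat (0.436), Hdc (-0.046), Vcam1 (-1.899) and Llgl1 (0.908).

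Libraries with the same replicate number did not deviate together (correlations of deviations from the group means from -0.129 to 0.1), so the numbers were not used as a pairing. With the time point term and a replicate block, 107 genes and 0 HoxA genes were called, and 22 of the 57 genes lost their call. The log2 fold change of Hoxa9 stayed at -1.256, but its standard error rose from 0.165 to 0.204 with fewer residual degrees of freedom, and its adjusted p to 0.0572. In the 6 Mx+ libraries with a replicate block the counts were 6531 genes, 0 HoxA genes and 5 lists, with adjusted p of 0.942, 0.0168, 0.86, 0.195 and 2.15e-05 in the same order of lists, all turned. The genes that turned there were Hoxa2 (0.29), Hoxa3 (1.093), Hoxa7 (0.422), Hoxa9 (0.182), Hoxa10 (0.248), Mycn (0.746), Gfi1b (0.235), Hlf (0.214), Mmrn1 (0.353), Ms4a3 (-0.431), Ltf (-1.395), Pim2 (0.222), Meis1 (0.287), Patj (0.181), Lat (0.401), Hdc (-0.312), Vcam1 (-1.561) and Llgl1 (0.921). With a replicate block, Mx+ and Cre- libraries differed in 2721 genes within time point 1 and 1421 within time point 2.

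DESeq2 called 1033 genes and 4 HoxA genes, no filter called 2 HoxA genes, and an adjusted p under 0.1 gave 735 genes. With an estimated correlation camera called 0 of 26 lists, and its adjusted p was 0.0908 for the HoxA, stemness, LSC17 and granule lists and 0.13 for the neutrophil list, for which fry gave 0.0762. For the HoxA list fry gave an adjusted p of 0.00653, and for the stemness, LSC17 and granule lists 0.00831. In that order of lists fgsea gave 0.000201, 0.000772, 8.42e-05 and 4.62e-10, and 1.63e-06 for the neutrophil list. RLE, upper quartile factors, limma-voom and a filter of 50 counts kept the count of genes with the term within 1.5 times of 349. They turned none of the 57 genes that were tested under them. Under the filter of 50 counts 54 were the same, 1 was stronger and the rest were not tested. Calls on the 57 genes were lost, 10 with limma-voom (among them Hlf, Mmrn1, Vangl1 and Ifit1), 4 with no filter, 1 with RLE (Flt3, 0.051) and 1 with upper quartile factors. Leaving out 1 library gave 83 (without Cre- replicate 4) to 793 genes (without Cre- replicate 2), 1 to 3 HoxA genes, 3344 (without Cre- replicate 1) to 5361 genes within time point 1, and 803 (without Cre- replicate 3) to 2648 genes within time point 2, with 1467 there without Llgl1-/- Mx+ replicate 3. Among Llgl1 and the 57 genes, leaving out 1 library moved 6 log2 fold changes by more than 1.5 times: Hoxa2 (-0.937 to -0.287), Hoxa3 (-1.007 to -0.284), Hoxa7 (-0.846 to -0.383), Cd34 (-0.743 to -0.099), Ifit1 (1.586 to 2.912) and Llgl1 (-0.274 to -0.091). With 2 Cre- libraries at each time point, a library left alone in its group is assumed to vary like the others.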

Differences from the paper's values

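The number of LSK libraries per genotype, 3, matches the paper's. The paper describes Hoxa5 to Hoxa7, Hoxa9 and Hoxa10 as significantly lower in Llgl1-deficient LSK cells. With the time point term all 5 had negative log2 fold changes (median -1.26) and Hoxa9 passed over all genes, but not with a replicate block (adjusted p = 0.0572, edgeR). Among the alternatives set before the data were examined, DESeq2 with the same term called 4 of the 5, no filter called Hoxa9 and Hoxa10, and leaving out Cre- replicate 2 called Hoxa7, Hoxa9 and Hoxa10. At an adjusted p under 0.1 Hoxa5, Hoxa9 and Hoxa10 pass. No alternative run called all 5 over all genes. In the authors' deposited table all 5 have an adjusted p under 0.05, and the authors' p-values re-adjusted over the 12436 genes shared with the fit here call all 5. In the 6 Mx+ libraries, the groups drawn in Fig. 5A, edgeR called none lower, DESeq2 called 1 lower, the median was 0.14 and Hoxa7 was higher.

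The paper describes loss of leukemia stem cell signatures and enrichment of L-GMP and myeloid gene sets. Those sets were not used here. With the time point term the stemness, LSC17 and granule lists tested in their place moved in the paper's direction by camera (adjusted p = 3.53e-06, 2.88e-07 and 4.6e-21), but with an estimated correlation each had an adjusted p of 0.0908. The stemness list was higher in the 6 Mx+ libraries (median 0.57, adjusted p = 0.00736, camera; 0.777 with an estimated correlation), while the LSC17 and granule lists did not pass in either direction (medians 0.06 and -0.14, adjusted p = 0.853 and 0.644). Of the 9 granule genes called higher with the term, 4 were called higher in the 6 Mx+ libraries, among them Mpo, Prtn3 and Cebpe, and 2 lower, Fcgr3 and Hp (log2 fold changes -2.60 and -1.28).

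The log2 fold changes in the authors' deposited table followed the fit with the time point term (Spearman's rho 0.87 across 12436 genes, which are not independent replicates) and not that of the 6 Mx+ libraries (0.04 across 11751 genes).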

Other observations

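The Mx+ cells of both Llgl1 genotypes differed from Cre- cells of their own time point in a shared set of genes. The 2 comparisons have no library in common. By the paper's description they set acute leukemia against myeloproliferation, so an effect of the recombinase alone cannot be told apart. Of 2782 genes lower in Llgl1+/+ Mx+ and 1439 lower in Llgl1-/- Mx+ cells, 1261 were shared, where independent lists would share 249.6, and of 2654 and 772 higher genes 608 were shared (127.7 for independent lists). Cd74, the MHC class II invariant chain gene, had 661 ± 242 (SD, n = 3) CPM in Llgl1+/+ Mx+ and 210 ± 100 (SD, n = 3) in Llgl1-/- Mx+ cells, against 15730 ± 13100 and 11020 ± 4640 (SD, n = 2 each) in Cre- cells. Of 17 dendritic cell genes 16 and 14 were lower, and of 24 monocyte and macrophage genes 24 and 16. Irf8, a transcription factor gene of monocytes and dendritic cells, fell by 3.98 and 4.26 on the log2 scale.

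Interferon response genes were lower in Mx+ cells as well, 29 of 33 at time point 1 and 24 of 33 at time point 2. Irf7 had 15.1 ± 2.47 and 18.9 ± 4.4 CPM (SD, n = 3 each) in Llgl1+/+ Mx+ and Llgl1-/- Mx+ cells and 339 ± 209 and 292 ± 155 (SD, n = 2 each) in Cre- cells. Podxl, a sialomucin gene, was among the largest increases in both comparisons, with log2 fold changes of 7.41 and 5.54 (adjusted p = 4.59e-06 and 3.7e-05, edgeR).

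Between the Cre- libraries of the 2 time points one of the largest changes was that of St6galnac2, a sialyltransferase gene, with 0.161 ± 0.0946 CPM at time point 1 and 306 ± 71 at time point 2 (SD, n = 2 each), and it had 0.431 ± 0.12 and 436 ± 52.3 (SD, n = 3 each) in the Mx+ groups of these time points. Across genes, the log2 fold changes of time point 2 against 1 in Cre- cells and of Llgl1-/- against Llgl1+/+ in Mx+ cells had a Pearson's r of 0.68. The genes are not independent replicates.

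Xist and Y-linked transcripts showed that the groups mixed both sexes except the Cre- libraries of time point 1, in which the Y-linked Ddx3y had 0.151 CPM on average, against 37.1 in the Cre- libraries of time point 2. The list of X inactivation and Y-linked genes had an adjusted p of 0.249 (camera) with the time point term, and sex was not used as a covariate. The lists not yet given had adjusted p of 0.451 (HoxB cluster), 0.0648 (Hox cofactors), 0.099 (erythroid), 0.249 (lymphoid), 0.0353 (p53 targets, lower), 0.0565 (surface markers), 3.64e-06 (immediate early genes, lower), 2.27e-06 (mitochondrially encoded genes, higher) and 0.444 (histones) with camera. The 3 below 0.05 had adjusted p of 0.107, 0.327 and 0.26 with an estimated correlation. Fitted in the 6 Mx+ libraries they had 0.897, 1.24e-06 and 0.317 (camera), the immediate early genes 0.907 with an estimated correlation, and the mitochondrially encoded genes changed direction.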
